# Base editing of *Ptbp1* in neurons alleviates symptoms in a mouse model of Parkinson’s disease

**DOI:** 10.7554/eLife.97180

**Published:** 2024-12-23

**Authors:** Desiree Böck, Maria Wilhelm, Jonas Mumenthaler, Daniel Fabio Carpanese, Peter I Kulcsár, Simon d'Aquin, Alessio Cremonesi, Anahita Rassi, Johannes Häberle, Tommaso Patriarchi, Gerald Schwank

**Keywords:** base editing, gene therapy, CRISPR-cas, parkinson's disease, Ptbp1, 6-OHDA, Mouse

## Abstract

Parkinson’s disease (PD) is a multifactorial disease caused by irreversible progressive loss of dopaminergic neurons (DANs). Recent studies have reported the successful conversion of astrocytes into DANs by repressing polypyrimidine tract binding protein 1 (PTBP1), which led to the rescue of motor symptoms in a chemically-induced mouse model of PD. However, follow-up studies have questioned the validity of this astrocyte-to-DAN conversion model. Here, we devised an adenine base editing strategy to downregulate PTBP1 in astrocytes and neurons in a chemically-induced PD mouse model. While PTBP1 downregulation in astrocytes had no effect, PTBP1 downregulation in neurons of the striatum resulted in the expression of the DAN marker tyrosine hydroxylase (TH) in non-dividing neurons, which was associated with an increase in striatal dopamine concentrations and a rescue of forelimb akinesia and spontaneous rotations. Phenotypic analysis using multiplexed iterative immunofluorescence imaging further revealed that most of these TH-positive cells co-expressed the dopaminergic marker DAT and the pan-neuronal marker NEUN, with the majority of these triple-positive cells being classified as mature GABAergic neurons. Additional research is needed to fully elucidate the molecular mechanisms underlying the expression of the observed markers and understand how the formation of these cells contributes to the rescue of spontaneous motor behaviors. Nevertheless, our findings support a model where downregulation of neuronal, but not astrocytic, PTBP1 can mitigate symptoms in PD mice.

## Introduction

PD is a complex and multifactorial disorder, characterized by the progressive and irreversible loss of DANs in the substantia nigra pars compacta (SNc), which leads to the disruption of the nigrostriatal pathway and depletion of striatal dopamine (Bloem et al., 2021; Gitler et al., 2017; Moore et al., 2005). The cause of PD is unknown and only a handful of genetic and environmental risk factors have been identified (Brown et al., 2005; de Lau and Breteler, 2006; Elbaz et al., 2007; Kalia and Lang, 2015), making the development of a curative therapy challenging. In fact, current treatment strategies do not focus on slowing down or halting disease progression, but rather aim to control symptoms and maintain the patients’ quality of life (Stoker and Barker, 2020).

Recently emerging *in vivo* transdifferentiation approaches, which leverage the plasticity of specific somatic cell types, hold great promise for developing therapies targeting a wide range of neurodegenerative diseases, including PD (Cohen and Melton, 2011; Torper and Götz, 2017). Astrocytes are of particular interest for such cell fate-switching approaches. First, they are non-neuronal cells and thus not affected by neurodegeneration (Yu et al., 2020). Second, they can acquire certain characteristics of neural stem cells, including multipotency, when activated (Niu et al., 2013; Buffo et al., 2008; Robel et al., 2011; Shimada et al., 2012; Sirko et al., 2013). Finally, they are highly proliferative in brain injuries such as neurodegeneration (Yu et al., 2021). Several *in vivo* studies have reported successful reprogramming of astrocytes to neurons via overexpression of proneuronal lineage-specific transcription factors, such as NEUROD1 or SOX2 (Guo et al., 2014; Niu et al., 2015; Niu et al., 2013). Moreover, two recent studies have shown that repression of the RNA-binding protein PTBP1, which mainly functions as a splicing regulator (Valcárcel and Gebauer, 1997), efficiently converts astrocytes into DANs in the SNc or striatum (Qian et al., 2020; Zhou et al., 2020). Consequently, this led to the restoration of the nigrostriatal pathway and striatal dopamine levels, as well as the rescue of motor deficits in a chemically-induced mouse model of PD (Qian et al., 2020; Zhou et al., 2020). However, since the publication of these two studies in 2020, stringent lineage-tracing strategies have revealed that neither quiescent nor reactive astrocytes convert to DANs upon PTBP1 depletion in the SNc or striatum (Chen et al., 2022; Hoang et al., 2023; Wang et al., 2021), fueling widespread debate about the origin of these *de novo* generated cells and their ability to alleviate motor deficits in PD mice (Arenas, 2020; Jiang et al., 2021; Qian et al., 2021).

In this study, we employed adenine base editors (ABEs), which enable gene editing independent of DNA double-strand break formation (Gaudelli et al., 2017) and thus without the risk of inducing chromosomal rearrangements, translocations, or large deletions (Adikusuma et al., 2018; Kosicki et al., 2018; Shin et al., 2017), to install a loss-of-function splice mutation in the *Ptbp1* gene in astrocytes or neurons. Using a chemically-induced PD mouse model, we show that downregulation of neuronal rather than astroglial PTBP1 in the SNc and striatum improves forelimb akinesia and spontaneous rotations. Histological analysis revealed that downregulation of neuronal PTBP1 induced expression of TH, which is the rate-limiting enzyme in the biosynthesis of dopamine and other catecholamines and thus a characteristic marker of DANs, in non-dividing neurons of the striatum. Since lack or dysfunction of TH results in dopamine deficiency and parkinsonism, induction of TH expression in striatal neurons may explain the observed rescue of PD phenotypes in mice and provide therapeutic benefits for PD patients.

## Results

### Adenine base editing effectively downregulates PTBP1 in cell lines

Base editors (BEs) are CRISPR-Cas derived genome engineering tools that allow the precise conversion of A-T to G-C (adenine BEs, ABEs) or C-G to T-A (cytidine BEs, CBEs) base pairs in cell lines as well as post-mitotic cells (Gaudelli et al., 2017; Koblan et al., 2021; Komor et al., 2016; Levy et al., 2020; Villiger et al., 2018). BEs can thus be applied to precisely disrupt canonical splice sites and permanently eliminate gene function *in vivo* (Kluesner et al., 2021; Musunuru et al., 2021; Rothgangl et al., 2021; Winter et al., 2019). To achieve effective and permanent repression of PTBP1, we sought to utilize ABEs to mutate canonical splice sites. To assess if adenine base editing can be used to effectively disrupt PTBP1 expression, we designed seven sgRNAs targeting canonical *Ptbp1* splice donor or acceptor sites in murine Hepa1-6 cells (hereafter referred to as Hepa; Figure 1—figure supplement 1). 

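*Ptbp1* (ENSMUSG00000006498.18) lies on the plus strand of chromosome 10 of the mouse genome build GRCm39, from 79690261 to 79700605, and the transcript ENSMUST00000172282.8, whose exon numbers are used here, has 14 exons. The 7 protospacers were placed by matching their sequence to GRCm39 and the GENCODE M39 annotation. Each is 20 bases long, positions are counted from 1 at its 5′ end, and a change is written as the base on the sgRNA strand, its position and the base read, so that A4G is an adenine at position 4 read as guanine. At the exon 1 site the protospacer ACTTACCCGTCCATGGCACA lies on the minus strand from 79690542 to 79690561, next to the PAM CGG, and targets the adenine A5G at 79690557. Exon 1 ends at 79690555, so this adenine pairs with the second base of the intron and the site is a splice donor by sequence, although Figure 1—figure supplement 1 marks it as an acceptor. The splice donor of exon 3 (79694586 to 79694658) is covered on the minus strand by CTTACCTGCTGAGGCAGAGC from 79694644 to 79694663, with the PAM TGC and the target A4G at 79694660. The acceptor of the same exon is covered on the plus strand by TTCTCAGCGGGGATCCGACG from 79694579 to 79694598, with the PAM AGC and the target A6G at 79694584. For exon 7 (79695615 to 79695789), the acceptor protospacer CCCACAGTCCCTGGATGGCC spans 79695608 to 79695627 on the plus strand, with the PAM AGA and the target A6G at 79695613. The donor protospacer of exon 7, CTTACCAAAGGCTGCTGCCA, spans 79695775 to 79695794 on the minus strand, with the PAM TGG and the target A4G at 79695791. The exon 8 donor (exon from 79695951 to 79696028) is targeted by AATACCTGCGGCCTGAGGGA from 79696014 to 79696033 on the minus strand, with the PAM TGG and the target A4G at 79696030. The exon 9 donor (exon from 79696658 to 79696803) is targeted by ACATACCTCAGGGTTCAGAT from 79696790 to 79696809 on the minus strand, with the PAM TGC and the target A5G at 79696805. The PAM, the short motif beside the protospacer that Cas9 needs for binding, is NGG at exon 1, the exon 7 donor and exon 8, and NGN but not NGG at the other sites. All targeted adenines are intronic. The annotation lists 30 transcripts of *Ptbp1*, of which 24 use the splice junction targeted at exon 1 and 24 each of those at the exon 3 donor and acceptor, 18 the exon 7 acceptor, 19 the exon 7 donor, 7 the exon 8 donor and 18 the exon 9 donor.

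**Figure D1:**
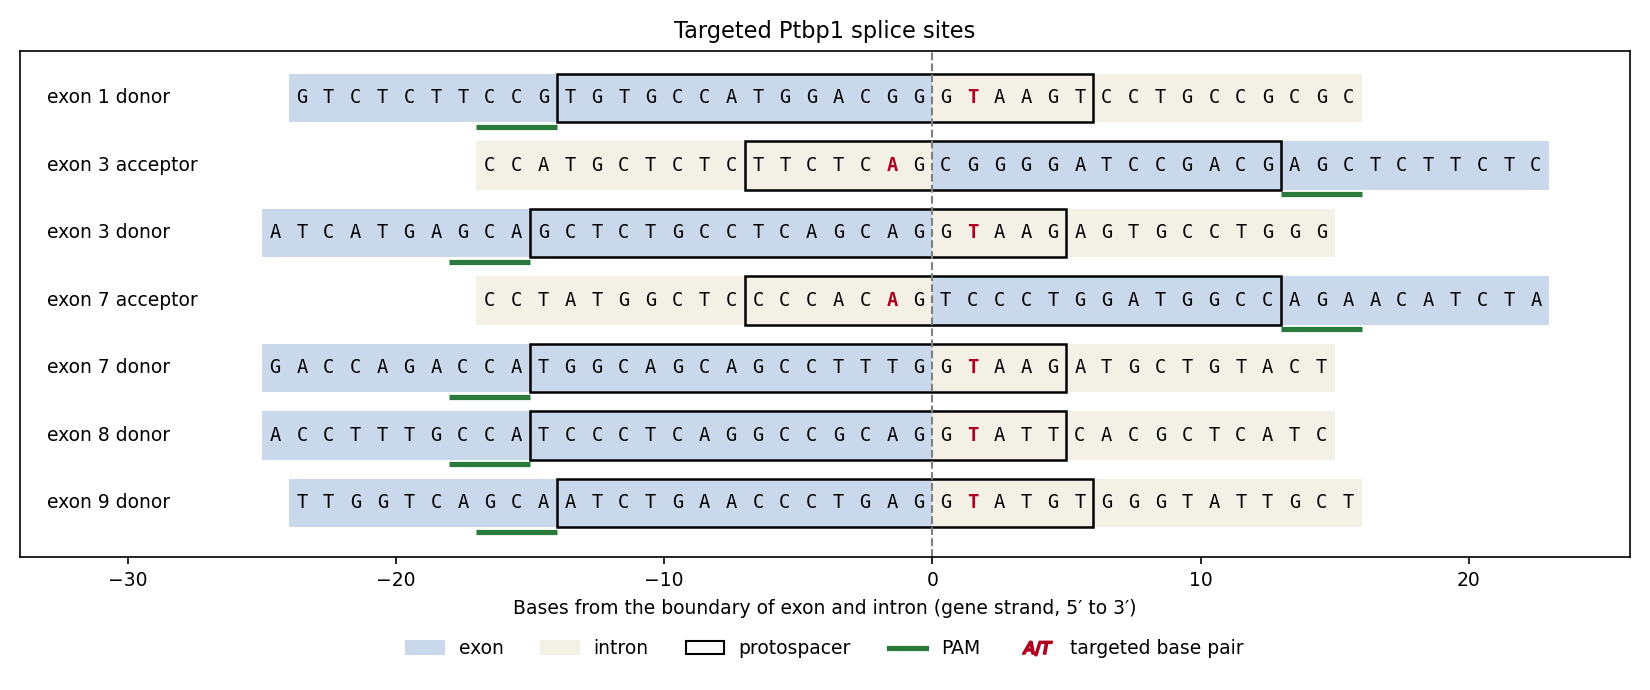
The 7 targeted splice sites of *Ptbp1*, each drawn as the 40 bases of gene strand sequence that the allele tables cover, against the distance in bases from the boundary of exon and intron. Blue is exon and beige is intron, the box is the protospacer, the green bar is the PAM, and the red letter is the targeted base pair, which lies in the intron at every site.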

Plasmids expressing the sgRNAs were co-delivered with *Sp*Cas-, *Sp*G-, or *Sp*Cas-NG-ABE-expressing plasmids into Hepa cells, and genomic DNA was isolated at 5 d post-transfection for analysis by deep sequencing. 

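Hepa cells are a mouse hepatoma line. An ABE joins a Cas9 nickase to an adenosine deaminase, which converts adenine in the exposed DNA strand to a base that is read as guanine, and ABEmax and ABE8e carry different versions of that deaminase. The paper's methods give 300 ng of base editor plasmid and 100 ng of sgRNA plasmid per transfection, and genomic DNA was taken after 5 d. The re-analysis covers 80 samples in 27 groups, namely 20 groups of 3 samples that received an editor and 7 groups of controls that received the sgRNA alone. Each control group has 3 samples, except that of the exon 7 donor, which has 2 here. *Sp*G-ABEmax and *Sp*G-ABE8e were used at all 7 sites, and *Sp*Cas-ABEmax and *Sp*Cas-ABE8e at the 3 sites with an NGG PAM. Samples with *Sp*Cas-NG-ABE were not analysed here.
The authors aligned the reads of each amplicon with CRISPResso2 and deposited, for each sample, a table of alleles with the aligned sequence in a window of 40 bases, the read count and the percent of reads of each allele, and the numbers of inserted, deleted and substituted bases. The window holds the protospacer and 10 bases on each side of it. Each sample was assigned to its site by the reference sequence of its window. By this the samples labelled with sgRNA 2 cover the exon 3 acceptor and those labelled with sgRNA 3 the exon 3 donor, the reverse of the numbering in Supplementary file 1, and those labelled with sgRNA 9 cover the exon 9 donor. Editing was computed as the percentage of all reads of a sample that had guanine at the targeted adenine, and indels as the percentage with at least 1 inserted or deleted base in the window. Group values are given as means ± s.d. over samples.
The tables hold 343154 reads, between 399 and 18227 per sample with a median of 3799.5. The median was 2985.5 reads in the 20 controls and 4083.5 in the 60 edited samples. By editor it was 6161 for *Sp*Cas-ABEmax, 6649 for *Sp*Cas-ABE8e, 3773 for *Sp*G-ABEmax and 2913 for *Sp*G-ABE8e. There were 2 samples with fewer than 1000 reads, the second control of the exon 3 donor with 399 and the second *Sp*Cas-ABEmax sample at exon 1 with 599. In the latter, editing of 31.9% has a Wilson 95% interval from 28.3% to 35.7%. In the sample with the most reads, *Sp*Cas-ABE8e replicate 1 at the exon 7 donor, the interval runs from 76.1% to 77.3%. The control with 399 reads had no read with an indel, which allows a share of up to 0.752%. Such intervals and limits cover counting error only, since PCR reads without molecular identifiers are not independent molecules.
Sequencing background differed between libraries of the same site. At exon 8 the 3 controls carried C13A in 1.27% to 1.88% of reads, against at most 0.0844% in the 12 edited samples. At this site the background and the presence of an editor coincide, so from the controls alone changes as small as these cannot be assigned to either. Target editing at exon 8 was far larger than this background, with at least 42.4% of reads in each edited sample and at most 0.106% in a control. The 2 controls of the exon 7 donor carried C15A in 0.732% and 0.758% of reads, against at most 0.0549% in the 12 edited samples. They carried T13G in 1.17% and 1.10% of reads, and *Sp*Cas-ABE8e replicate 1 shared this change (0.746%), so that its background differed from that of the controls only in part. At exon 9, T8G reached 7.08% and 7.56% in controls 1 and 2 and 0.405% in control 3.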

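In the controls, guanine at the targeted adenine of *Ptbp1* was found in means of 0.0257% to 0.284% of reads per group, and in at most 0.359% of reads in any sample. Editing was 46.7 percentage points higher in the 60 edited samples than in the controls of the same sgRNA, averaged over the 7 sgRNAs (two-sided permutation test within sgRNAs, p = 1e-05, the smallest that 100000 resamples can give). Of the alternatives, counting A-to-G at any adenine of the protospacer moved this value most, to 48.4 percentage points. In each of the 20 groups every edited sample exceeded every control of its site, where chance separates 10% of comparisons of 3 samples with 3 in either direction. Tested singly, with the smaller tail doubled, no group can reach an exact permutation p below 0.1 (0.2 against the 2 controls of the exon 7 donor), and the smallest Benjamini-Hochberg adjusted p over the 20 groups was 0.125.
At the exon 3 donor, editing was 92.9 ± 1.02% (n = 3) with *Sp*G-ABE8e, with 94.0%, 92.1% and 92.5% in the single samples, and 71.8 ± 1.30% with *Sp*G-ABEmax. At the exon 7 donor it was 85.1 ± 7.23% with *Sp*Cas-ABE8e, where replicate 1 had 76.7% and the other two had 89.8% and 88.6%. Without replicate 1 the mean at the exon 7 donor was 89.2%. The other editors gave 76.9 ± 1.03% (*Sp*G-ABE8e), 35.1 ± 0.711% (*Sp*Cas-ABEmax) and 20.1 ± 2.44% (*Sp*G-ABEmax) there. Editing at the exon 8 donor was 88.7 ± 0.902% with *Sp*Cas-ABE8e, 76.5 ± 2.09% with *Sp*Cas-ABEmax, 67.6 ± 1.29% with *Sp*G-ABE8e and 47 ± 4.71% with *Sp*G-ABEmax. The exon 9 donor reached 73.0 ± 1.6% with *Sp*G-ABE8e and 57.8 ± 2.82% with *Sp*G-ABEmax. At exon 1, *Sp*Cas-ABE8e gave 44.5 ± 3.28%, *Sp*Cas-ABEmax 34 ± 4.33%, *Sp*G-ABE8e 25.0 ± 7.17% and *Sp*G-ABEmax 14.1 ± 5.52%. The exon 3 acceptor was edited at 36.2 ± 1.59% with *Sp*G-ABE8e and 2.20 ± 0.215% with *Sp*G-ABEmax. The lowest rates were at the exon 7 acceptor, with 14.6 ± 3.51% for *Sp*G-ABE8e and 0.295 ± 0.270% for *Sp*G-ABEmax. In that last group the mean rests on single samples, being 0.421% without replicate 1 and 0.152% without replicate 2.
Sites were compared by their group means for each *Sp*G editor, the only ones used at all sites. With the classes marked in Figure 1—figure supplement 1 (4 donors and 3 acceptors, exon 1 among the latter), mean editing with *Sp*G-ABE8e was 77.6% at donors and 25.3% at acceptors, a difference of 52.3 percentage points, and the lowest donor lay above the highest acceptor. With *Sp*G-ABEmax the means were 49.2% and 5.54%, a difference of 43.6 percentage points. Both comparisons gave p = 0.0571 in two-sided exact permutation tests that double the smaller tail, the smallest value that doubling allows over the 35 arrangements of 7 sites. Counting arrangements with a difference at least as large in either direction, which was chosen after the values were seen, gave an exact permutation p of 0.0286 for *Sp*G-ABE8e and left that for *Sp*G-ABEmax unchanged. With classes by sequence (5 donors, exon 1 included, and 2 acceptors) the differences were 41.7 percentage points for *Sp*G-ABE8e (exact permutation p = 0.190) and 40.9 for *Sp*G-ABEmax (exact permutation p = 0.0952, the smallest that doubling allows over 21 arrangements). The 7 sites differ in sequence and in the position of the adenine as well as in class. The exon 3 donor with *Sp*G-ABE8e exceeded the group with the next highest mean, the exon 8 donor with *Sp*Cas-ABE8e, by 4.12 percentage points, more than the spread between replicates, with all 3 samples above all 3 (two-sided exact permutation p = 0.1, the smallest possible). The exon 7 donor with *Sp*Cas-ABE8e differed from the exon 8 donor with the same editor by -3.69 percentage points, which is within the spread between replicates (exact permutation p = 0.8). With replicate 1 left out at both sites, that difference was 0.00905 percentage points. From the rates at the sites marked as donors and acceptors, the paper states which class was edited more and at which exons the rates were highest, and it relates the difference between classes to earlier reports.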

In line with previous reports (Kluesner et al., 2021), base editing activity was higher at splice donor sites, with the highest editing rates at the exon-intron junctions of exon 3 (92.9 ± 1.0% for *Sp*G-ABE8e) and 7 (85.0 ± 7.2% for *Sp*Cas-ABE8e; Figure 1—figure supplement 1). Next, we validated whether both sgRNAs resulted in a reduction of transcript and protein levels. Average editing rates of 77% (sgRNA-ex3) and 73% (sgRNA-ex7) on genomic DNA (Figure 1—figure supplement 2) resulted in approximately 70% (p<0.0004) and 50% reduction of *Ptbp1* transcripts (p<0.0064) in Hepa cells (Figure 1—figure supplement 2), leading to a substantial reduction in PTBP1 protein levels and a significant increase in the transcription of exons known to be repressed by PTBP1 (Han et al., 2014; Li et al., 2014; Figure 1—figure supplement 2; for sgRNA-ex3: *Ptbp2*, p<0.0014; *Ptbp3*, p<0.0051; *Kcnq2*, p<0.0317; for sgRNA-ex7, *Ptbp2*, p<0.0477; *Ptbp3*, p<0.0055; *Kcnq2*, p<0.0160).

To analyze whether PTBP1 can also be downregulated by adenine base editing in neuronal and astroglial cells, we repeated experiments with sgRNA-ex3 and the ABE8e-*Sp*G variant in the neuronal Neuro2a and astroglial C8-D1A cell lines (hereafter referred to as N2a and C8-D1A). Compared to Hepa cells (92.9 ± 1.0%; Figure 1—figure supplement 2), editing rates were lower in both cell lines (N2a: 64 ± 7.9%; C8-D1A: 62.7 ± 15.1%; Figure 1A). Nevertheless, we again detected a substantial reduction of *Ptbp1* mRNA (N2a, p<0.0073; C8-D1A, *P*<0.0275) and PTBP1 protein levels (Figure 1B and C). Notably, editing of the canonical splice donor at exon 3 generated alternative *Ptbp1* splice sites in all three cell lines (Figure 1—figure supplement 3), which, however, did not result in functional PTBP1 protein (Figure 1C; Figure 1—figure supplement 2). Based on these results, we decided to use sgRNA-ex3 in combination with the *Sp*G-ABE8e variant for *in vivo* experiments.

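In the Hepa screen, which used *Sp*G editors but no *Sp*Cas editor at the exon 3 donor, each ABE8e variant was compared with the ABEmax variant of the same Cas9 at the same site, in 10 such pairs of groups. Editing was 24.6 percentage points higher with ABE8e (two-sided permutation test within pairs of groups, p = 1e-05, the smallest possible with 100000 resamples). The mean was higher with ABE8e in all 10 pairs, by 10.6 to 56.8 percentage points, and the samples were fully separated in 9, where chance would separate 10% in either direction. Counting A-to-G at any adenine moved the difference most, to 21.2 percentage points. At the 3 sites where both Cas9 variants were used, editing with *Sp*Cas exceeded that with *Sp*G by 18.9 percentage points (permutation test within site and deaminase, p = 1e-05, also the smallest possible), with a higher mean in 6 of 6 comparisons and full separation in 5. Leaving out replicate 2 moved this difference most, to 17.6 percentage points. Whether the gain from ABE8e differed between *Sp*Cas and *Sp*G was tested by exchanging deaminase labels within each Cas9 variant (two-sided exact permutation test over 400 arrangements, smallest p 0.005). The difference in gain was -0.319 percentage points at exon 1 (exact permutation p = 0.985), -6.86 at the exon 7 donor (exact permutation p = 0.64) and -8.39 at exon 8 (exact permutation p = 0.46), with a smallest adjusted p of 0.96 over the 3 sites. This test compares with the case of no deaminase effect, so that beside a large effect only a difference of similar size would be detected.
At the exon 3 donor, indel rates were 0.411 ± 0.122% (n = 3) with *Sp*G-ABE8e and 0.85 ± 0.198% with *Sp*G-ABEmax, against 0.0428% in the controls, or 0.0222% without control replicate 3. Counted from the deposited numbers of inserted and deleted bases, a measure chosen after values had been seen, they were 0.62%, 0.992% and 0.187%. Of the reads edited at the target there, 97.3 ± 0.249% with *Sp*G-ABE8e had no other change in the protospacer. Those reads made up 91.6%, 89.3% and 90.1% of all reads in the 3 samples. The same share of target-edited reads was 4.01 ± 0.303% at the exon 7 donor with *Sp*Cas-ABE8e, so nearly all target-edited reads carried a further change there, and 71.3 ± 0.617% at the exon 8 donor with that editor.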

**Figure 1.**
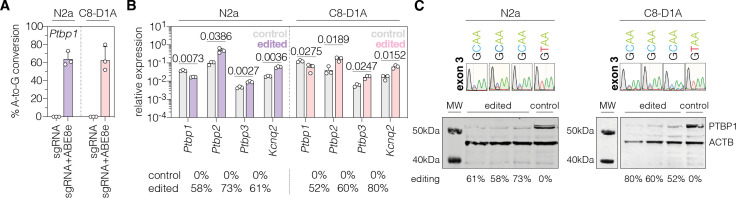
Polypyrimidine tract binding protein 1 (PTBP1) downregulation by adenine base editing with sgRNA-ex3 in neuronal and astroglial cell lines. (**A**) Editing rates at the *Ptbp1* splice donor of exon 3 in N2a and C8-D1A cell lines. Editing efficiencies were determined by Sanger sequencing and EditR (Kluesner et al., 2018). Control samples were transfected with sgRNA (gray). (**B**) Transcript levels of *Ptbp1* and *Ptbp1*-repressed exons upon adenine base editing in N2a and C8-D1A cells. Transcripts were normalized to *Gapdh*. (**C**) PTBP1 levels in control (1 independent experiment) and edited N2a or C8-D1A cells (3 independent experiments). ACTB protein levels are shown as a loading control. Corresponding sequencing chromatograms for sgRNA-ex3 are shown above each sample. Corresponding editing rates are shown below the plots in (**B**) and (**C**). Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of three independent experiments (**A,B**) and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (**B**). Each datapoint represents one independent experiment. Exact P-values are indicated in the respective plots. *Ptbp1*, Polypyrimidine tract binding protein 1; *Ptbp2*, Polypyrimidine tract binding protein 2; *Ptbp3*, Polypyrimidine tract binding protein 3; *Kcnq2*, potassium voltage-gates channel subfamily Q member 2; MW, molecular weight marker; kDa, kilodalton. Figure 1—source data 1.Original membranes corresponding to Figure 1 (panel C).Size of molecular weight (MW) markers are indicated. Bands for PTBP1 (57 kDa) and beta-actin (45 kDa) are indicated for sgRNA-ex3 in N2a and C8-D1A cells.

**Figure 1—figure supplement 1.**
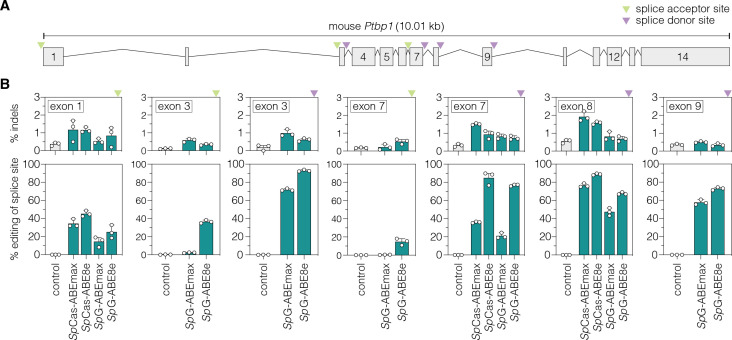
Adenine base editing of *Ptbp1* splice sites in murine Hepa cells. (**A**) Schematic overview of exons and introns of the targeted murine *Ptbp1* locus. sgRNAs target either the conserved GT motif of canonical splice donor sites at the beginning of an intron (purple arrowhead) or the conserved AG motif of canonical splice acceptor sites at the end of an intron (green arrowhead). (**B**) Editing of adenines and indel rates at *Ptbp1* splice donor (purple arrowhead) or acceptor sites (green arrowhead) for *Sp*Cas- or *Sp*G-ABE variants (teal). The targeted exons are indicated in the respective plot. Control samples were transfected with sgRNA (gray). Data are displayed as means ± s.d. of three independent experiments. Each datapoint represents one independent experiment. *Ptbp1*, polypyrimidine tract binding protein 1; kb, kilobases; *Sp*Cas, *Streptococcus pyogenes* Cas9 recognizing NGG PAMs; *Sp*G, *Sp*Cas variant recognizing NGN PAMs.

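Besides the targeted adenine, each protospacer holds other adenines. The share of reads with guanine at any of them was 11.8 percentage points higher in edited samples than in the controls of the same sgRNA (two-sided permutation test within sgRNAs, p = 0.00015). Of the alternative ways to count reads, taking positions 3 to 9 only moved it most, to 10.1 percentage points. Each of 72 combinations of an edited group and another adenine was also tested alone, where the smallest exact permutation p that 3 samples against 3 allow is 0.1, and the smallest adjusted p was 0.24. An adenine is named where the mean of an edited group exceeded the highest control by more than 1 percentage point, which held for 22 combinations at 11 adenines. Over these adenines no control had guanine in more than 0.0760% of reads.
At the exon 7 donor, A7G, which keeps the amino acid, was found in 82.2 ± 6.94% of reads with *Sp*Cas-ABE8e (n = 3), 70.9% with *Sp*G-ABE8e, 28.4% with *Sp*Cas-ABEmax and 16.6% with *Sp*G-ABEmax. A8G, which encodes F296S, reached 4.20% and A9G, which encodes F296L, 3.00% with *Sp*Cas-ABE8e. At the exon 9 donor, the intronic A3G was found in 25.4 ± 0.657% of reads with *Sp*G-ABE8e and the synonymous A10G in 4.95 ± 0.398%. The intronic A2G at the exon 8 donor was found in 20.5 ± 0.249% with *Sp*Cas-ABE8e, 4.53% with *Sp*G-ABE8e and 2.46% with *Sp*Cas-ABEmax, and A1G beside it in 2.30 ± 0.207% with *Sp*Cas-ABE8e. The intronic A4G at the exon 7 acceptor reached 14.0 ± 3.72% with *Sp*G-ABE8e. A12G at the exon 3 donor, which encodes S36P, was found in 1.12 ± 0.0678% of reads with *Sp*G-ABE8e. At exon 1, the intronic A1G was found in 1.83 ± 0.477% with *Sp*Cas-ABEmax, and A13G, which replaces the start codon (M1T), in 1.58 ± 0.305% with *Sp*G-ABE8e and 1.34 ± 0.448% with *Sp*Cas-ABEmax. Protein positions follow the transcript ENSMUST00000172282.8. The amino acid changes are read from the codon alone, whether or not the same read had the splice-site edit. Among target-edited reads, A8G was found in 4.85% and A9G in 3.42% at the exon 7 donor with *Sp*Cas-ABE8e. With *Sp*G-ABE8e, A12G was found in 1.19% of such reads at the exon 3 donor and A13G in 5.34% at exon 1.
Indel rates in edited samples were 0.471 percentage points above the controls of the same sgRNA (two-sided permutation test, p = 1e-05, the smallest possible). With alleles of at least 0.2% of a sample's reads only, the difference was 0.0443 percentage points and was no longer detected (permutation p = 0.105). All 20 group means were above their controls, with every sample above every control in 18 groups and a smallest adjusted p of 0.143. The highest mean was 1.56% at the exon 8 donor with *Sp*Cas-ABEmax, and the lowest was 0.0626% at the exon 7 acceptor with *Sp*G-ABEmax, where the controls had 0.0622% and the mean without replicate 2 was 0.0360%. With indels counted from the deposited numbers of inserted and deleted bases, chosen after values had been seen, 19 group means were above their controls and the exon 7 acceptor with *Sp*G-ABEmax was below (a difference of -0.0540 percentage points), and every sample was above every control in 15 groups, with a smallest adjusted p of 0.182. Indel rates with ABE8e differed from those with ABEmax by -0.132 percentage points (permutation p = 0.0317), with a lower mean in 7 of 10 pairs of groups, all samples lower in 3 pairs and all higher in 1. Without replicate 1 this difference was -0.0719 percentage points (permutation p = 0.307), and on the logit scale it was -0.0427 (permutation p = 0.782). *Sp*Cas editors gave 0.652 percentage points more indels than *Sp*G editors at the same sites (permutation p = 1e-05, the smallest possible), with a higher mean in 6 of 6 comparisons and full separation in 5.
Reads with any change of a cytosine in the protospacer differed between edited samples and controls by -0.0959 percentage points (two-sided permutation p = 0.385). Counting C-to-T alone turned the direction, to 0.147 percentage points (permutation p = 0.0238). At the exon 8 donor, C6T was found in 1.16 ± 0.136% of reads with *Sp*Cas-ABE8e, against at most 0.0708% in a control, at a site where the sequencing background of controls and edited samples differed, and was singled out after its values were seen.

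**Figure D2:**
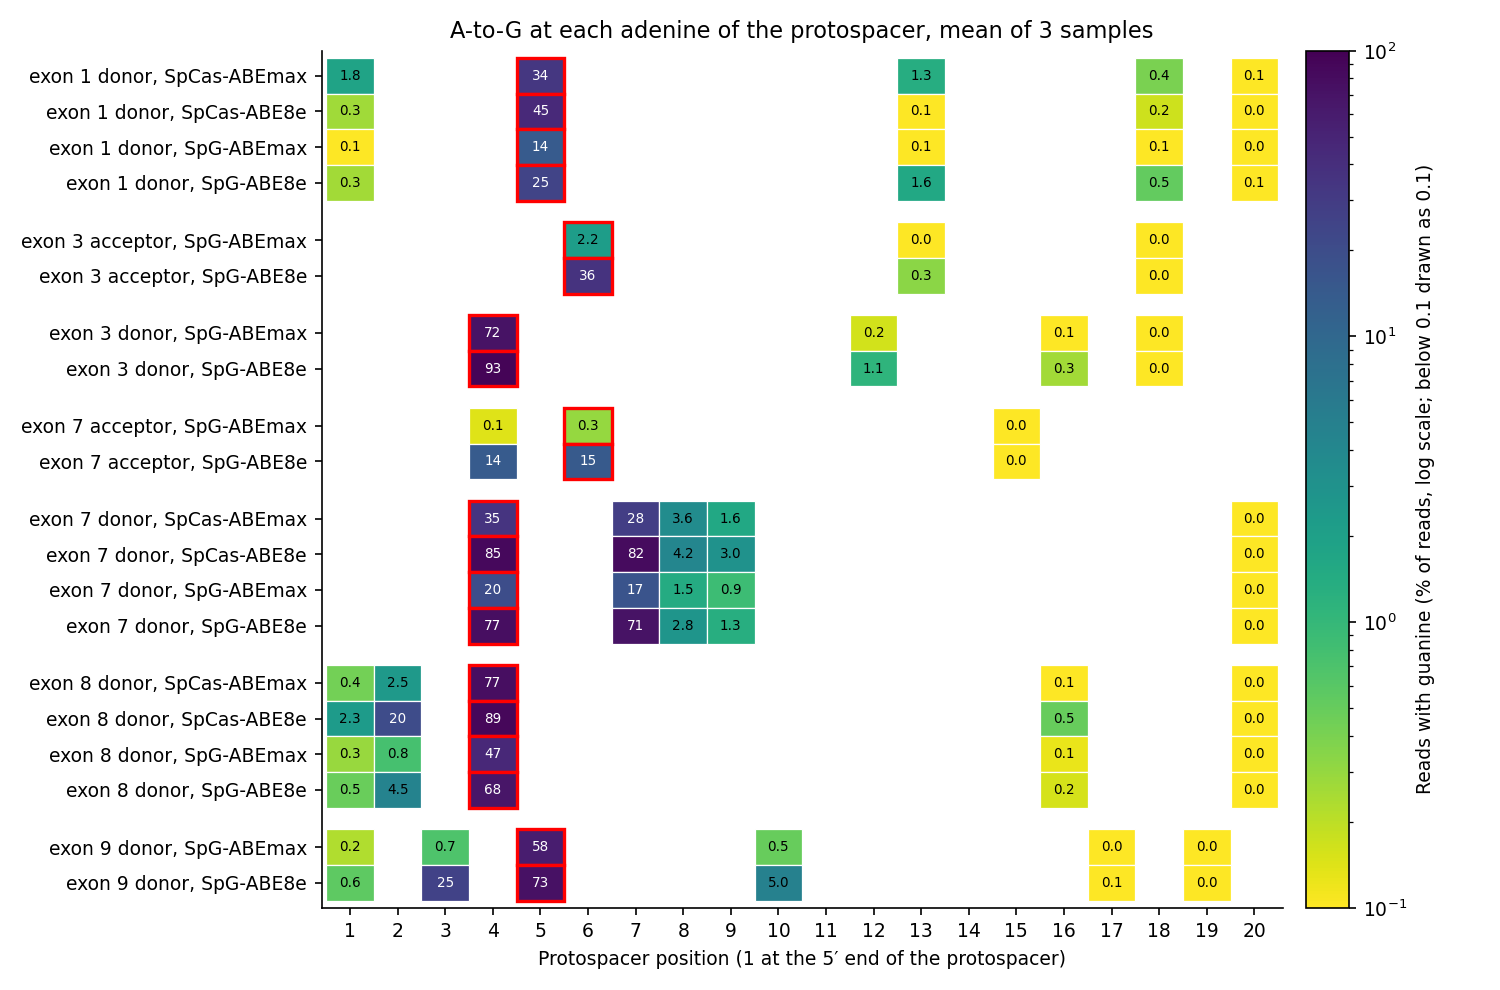
Mean percentage of reads with guanine at each adenine of the protospacer, over 3 samples per editor and site, with the position counted from 1 at the protospacer's 5′ end on the horizontal axis. The colour is on a log scale, with values below 0.1% drawn as 0.1%, and red outlines mark the targeted adenine; the highest value outside an outline is A7G at the exon 7 donor with *Sp*Cas-ABE8e.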

**Figure 1—figure supplement 2.**
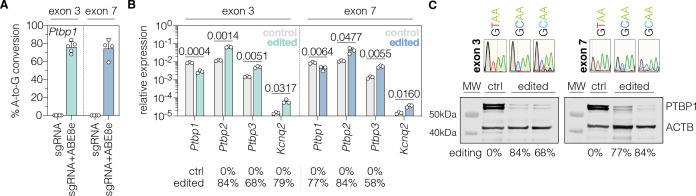
*In vitro* validation of PTBP1 repression by adenine base editing with sgRNA-ex3 or sgRNA-ex7 in Hepa cells. (**A**) Editing rates at *Ptbp1* splice donor sites of exon 3 and exon 7. Editing efficiencies were determined by Sanger sequencing and EditR (Kluesner et al., 2018). Control samples were transfected with sgRNA (gray). (**B**) Transcript levels of *Ptbp1* and *Ptbp1*-repressed exons upon adenine base editing in Hepa cells. Transcripts were normalized to *Gapdh*. (**C**) PTBP1 levels in control (1 independent experiment) and edited Hepa cells (two independent experiments). ACTB protein levels are shown as a loading control. Corresponding sequencing chromatograms for sgRNA-ex3 and sgRNA-ex7 are shown above each sample. Corresponding editing rates are shown below the plots in (**B**) and (**C**). Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of at least three independent experiments (**A, B**) and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (**B**). Each datapoint represents one independent experiment. Exact p-values are indicated in the respective plots. *Ptbp1*, Polypyrimidine tract binding protein 1; *Ptbp2*, Polypyrimidine tract binding protein 2; *Ptbp3*, Polypyrimidine tract binding protein 3; *Kcnq2*, potassium voltage-gates channel subfamily Q member 2; ctrl, control; MW, molecular weight marker. Figure 1—figure supplement 2—source data 1.Original membranes corresponding to Figure 1—figure supplement 2 (panel C).Size of molecular weight (MW) markers are indicated. Bands for polypyrimidine tract binding protein 1 (PTBP1) (57 kDa) and beta-actin (45 kDa) are indicated for sgRNA-ex3 and sgRNA-ex7 in Hepa1-6 cells.

**Figure 1—figure supplement 3.**
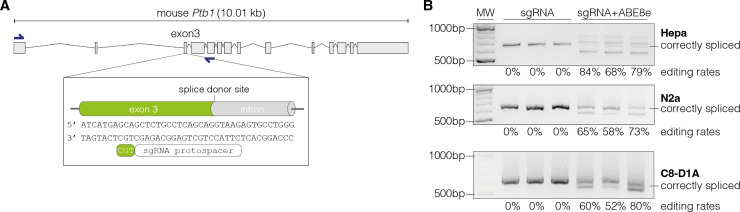
Adenine base editing generates alternative polypyrimidine tract binding protein 1 (*Ptbp1*) splice sites in cell lines. (**A**) Schematic representation of the splice donor at the exon-intron junction of *Ptbp1* exon 3. (**B**) Editing of the canonical splice donor at exon 3 generates alternative *Ptbp1* splice sites in Hepa, N2a, and C8-D1A cells. The correctly spliced isoform is labeled. The corresponding editing rates are shown below each plot. Data from three independent experiments are shown (**B**). Size of molecular weight (MW) markers in base pairs (bp) are indicated in (**B**). Figure 1—figure supplement 3—source data 1.Original gel images corresponding to Figure 1—figure supplement 3 (panel B).Size of molecular weight (MW) markers are indicated. Bands for correctly spliced isoforms are indicated.

### Downregulation of PTBP1 in neurons of the SNc generates TH-expressing cells

To study the effect of PTBP1 downregulation on an injured nigrostriatal circuit in mice, we first induced a unilateral lesion in the medial forebrain bundle (mfb) using the toxic dopamine analogue 6-hydroxydopamine (6-OHDA; Figure 2—figure supplement 1; da Conceição et al., 2010), similar to previous studies (Chen et al., 2022; Hoang et al., 2023; Qian et al., 2020; Zhou et al., 2020). 5 wk after the introduction of a lesion, we quantified the loss of TH^+^ DANs in the SNc and DA fibers in the striatum by histology (Figure 2—figure supplement 1). As expected, 6-OHDA induced a severe unilateral lesion in the nigrostriatal pathway (Figure 2—figure supplement 1), characterized by an average 99% reduction in the number of TH^+^ DANs in the SNc ipsilateral to the injection site (intact hemisphere: 10547 ± 2313 TH^+^ cells; lesioned hemisphere: 114 ± 83 TH^+^ cells; Figure 2—figure supplement 1) and an average 92% decrease in fluorescence signal corresponding to striatal DA fibers (dorsal, p<0.0001; ventral, p<0.0001; Figure 2—figure supplement 1). In line with previous reports (Chen et al., 2022), we also observed a sharp increase in activated astrocytes, as indicated by the upregulation of the intermediate filament protein GFAP (glial fibrillary acidic protein; Figure 2—figure supplement 1). Finally, we analyzed perturbations in spontaneous motor activities following the 6-OHDA lesion (Boix et al., 2015; Glajch et al., 2012; Iancu et al., 2005) and found that ipsilateral rotations (p=0.0012) and contralateral forelimb akinesia (*P*<0.0001) were significantly increased (Figure 2—figure supplement 1).

In order to target PTBP1 in astrocytes or neurons of 6-OHDA-induced PD mice, we designed adeno-associated virus (AAV) vectors expressing the *Sp*G-ABE8e variant under the control of the astrocyte-specific short GFAP promoter (Lee et al., 2008) (hereafter referred to as AAV-GFAP), or the neuron-specific human synapsin 1 promoter (hsyn) (Kügler et al., 2003) (hereafter referred to as AAV-hsyn). Both vectors additionally express sgRNA-ex3 under the human U6 promoter (Duvoisin et al., 2012). As a non-targeting control, we generated an AAV vector that expresses *Sp*G-ABE8e from the ubiquitous Cbh promoter (Gray et al., 2011), but does not contain sgRNA-ex3 (hereafter referred to as AAV-ctrl). Since ABE8e exceeds the packaging capacity of a single AAV (~5 kb including ITRs) (Grieger and Samulski, 2005), we used the intein-mediated protein trans-splicing system from *Nostoc punctiforme* (*Npu*) (Li et al., 2008; Truong et al., 2015) to split the ABE for expression from two separate AAVs (Figure 2—figure supplement 2). After confirming on-target editing in N2a and C8-D1A cells (Figure 2—figure supplement 2), we packaged intein-split ABE8e expression vectors into AAV-PHP.eB capsids and delivered particles to the SNc of C57BL/6 J mice 5 wk after the introduction of the unilateral 6-OHDA lesion (Figure 2A). 12 wk after AAV treatment at a dose of 2×10^8^ vector genomes (vg) per animal, we assessed whether the injured nigrostriatal pathway was reconstituted (Figure 2A).

**Figure 2.**
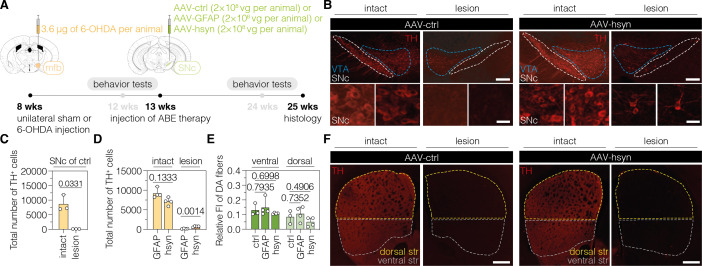
Downregulation of polypyrimidine tract binding protein 1 (PTBP1) in neurons of the SNc generates TH^+^ cells. (**A**) Schematic representation of the experimental timeline and setup. (**B**) Representative images of midbrain sections showing the intact (left) or lesioned (right) SNc in animals treated with adeno-associated virus (AAV)-ctrl (left) or AAV-hsyn (right). Treatment groups and hemispheres are indicated on top. (**C, D**) Quantification of TH^+^ cells in the intact or lesioned SNc in animals treated with AAV-ctrl (**C**), AAV-GFAP (**D**), or AAV-hsyn (**D**) in the lesioned hemisphere. (**E,F**) Quantifications (**E**) of DA fibers in the striatum, assessed as relative fluorescence intensity (FI) of TH compared to the intact striatum of the same section, and representative images of brain sections (**F**) showing the intact or denervated striatum (str) in animals treated with AAV-ctrl (left) or AAV-hsyn (right). The FI of the TH staining detected in the corpus callosum of each hemisphere was used for background correction of FI detected in the striatum of the same hemisphere. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e variant under the ubiquitous Cbh promoter. Tissue areas used for quantifications are marked by colored dashed lines in (**B**) and (**E**). Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 3–8 animals per group and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (**C, D**) or a one-way ANOVA with Dunnett’s multiple comparisons test (**E**). Each datapoint represents one animal. Exact p-values are indicated in the respective plots. Scale bars, 20 μm (B, bottom) and 1000 μm (B, top; **F**). ctrl, AAV-ctrl-ABE treatment; GFAP, AAV-GFAP-ABE treatment; hsyn, AAV-hsyn-ABE treatment; ABE, adenine base editor; vg, vector genomes; SNc, substantia nigra pars compacta; VTA, ventral tegmental area; TH, tyrosine hydroxylase; str, striatum; FI, fluorescence intensity; DA, dopaminergic.

**Figure 2—figure supplement 1.**
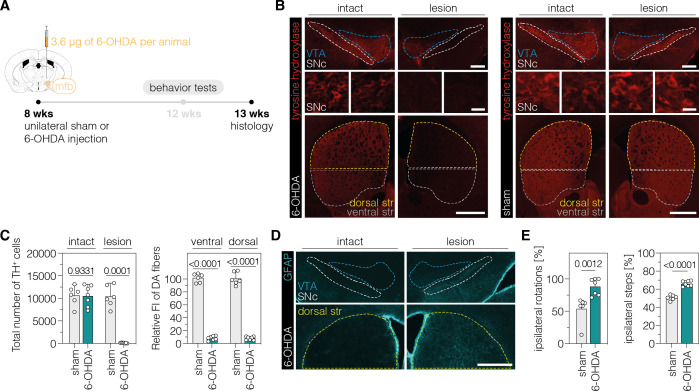
Validation of the unilateral 6-OHDA lesion in C57BL/6 J mice. (**A**) Schematic representation of the experimental timeline and setup. (**B**) Representative fluorescence images showing the unilateral loss of TH^+^ cells in the SNc (top and middle) and unilateral depletion of DA fibers in the striatum (bottom) in 6-OHDA-lesioned mice (left). Sham-injected animals (right) are shown for comparison. The FI of the TH staining detected in the corpus callosum of each hemisphere was used for background correction of FI detected in the striatum of the same hemisphere. Treatment groups are indicated on the left. (**C**) Quantifications of TH^+^ DANs in the SNc (left) and DA fibers in the ventral and dorsal striatum (right). Tissue areas used for quantifications are marked by colored dashed lines in (**B**). (**D**) Unilateral activation of astrocytes in the SNc (top) and dorsal striatum (bottom) in 6-OHDA-lesioned mice. (**E**) Spontaneous behaviors in sham- and 6-OHDA-lesioned mice. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are displayed as means ± s.d. of 6–7 mice per group and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (C, ipsilateral steps in E) or a two-tailed Mann Whitney test (ipsilateral rotations in E). Each datapoint represents one animal. Exact P-values are indicated in the respective plots. Scale bars, 20 μm (B, bottom) and 1000 μm (B, top; **D**). FI, fluorescence intensity; SNc, substantia nigra pars compacta; str, striatum; VTA, ventral tegmental area; GFAP, glial fibrillary acidic protein; TH, tyrosine hydroxylase; DA, dopaminergic.

**Figure 2—figure supplement 2.**
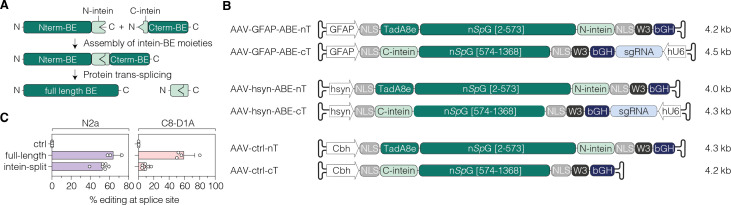
Adeno-associated virus (AAV) vector designs for neuronal or astroglial expression of intein-split ABE8e. (**A**) Depiction of *Npu* intein-split BE moieties (Nterm-BE and Cterm-BE), forming the full length BE after protein trans-splicing. (**B**) Schematic representation of AAV vector designs with the short GFAP (Lee et al., 2008), hsyn (Kügler et al., 2003), or Cbh promoter (Gray et al., 2011) and their corresponding lengths in kilobase pairs (including ITRs). Constructs are not depicted to scale. (**C**) Editing efficiencies of full-length (CMV promoter) or intein-split ABE expression vectors in N2a (hsyn promoter) and C8-D1A cells (GFAP promoter). Control samples were treated with the sgRNA only. Data from 3–6 independent experiments are displayed as means ±s.d. (**C**). BE, base editor; ABE, adenine base editor; nT/Nterm, N-terminal AAV construct; cT/Cterm, C-terminal AAV construct; GFAP, glial fibrillary acidic protein promoter; hsyn, human synapsin 1 promoter; Cbh, truncated chimeric CMV/chicken b-actin hybrid promoter; NLS, nuclear localization signal; TadA8e, adenosine deaminase; n*Sp*G, *Sp*G nickase; W3, woodchuck hepatitis virus post-transcriptional regulatory element; bGH, bovine growth hormone polyadenylation signal; hU6, human U6 promoter; kb, kilobase pairs.

**Figure 2—figure supplement 3.**
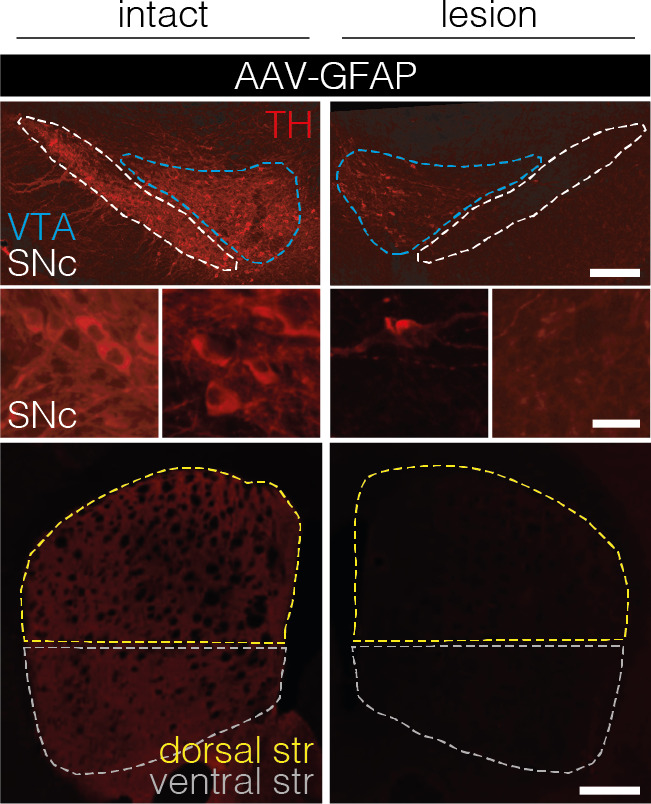
Polypyrimidine tract binding protein 1 (PTBP1) downregulation in astrocytes of the SNc fails to generate TH^+^ cells. Representative images of brain sections showing the intact (left) or lesioned (right) SNc (top and middle) or striatum (bottom) in animals after astroglial PTBP1 downregulation (n=4 mice). The fluorescence intensity (FI) of the TH staining detected in the corpus callosum of each hemisphere was used for background correction of FI detected in the striatum of the same hemisphere. Tissue areas used for quantifications are marked by colored dashed lines. Scale bars, 20 μm (middle) and 1000 μm (top and bottom). AAV-GFAP, AAV-GFAP-ABE treatment; GFAP, glial fibrillary acidic protein; SNc, substantia nigra pars compacta; VTA, ventral tegmental area; TH, tyrosine hydroxylase.

**Figure 2—figure supplement 4.**
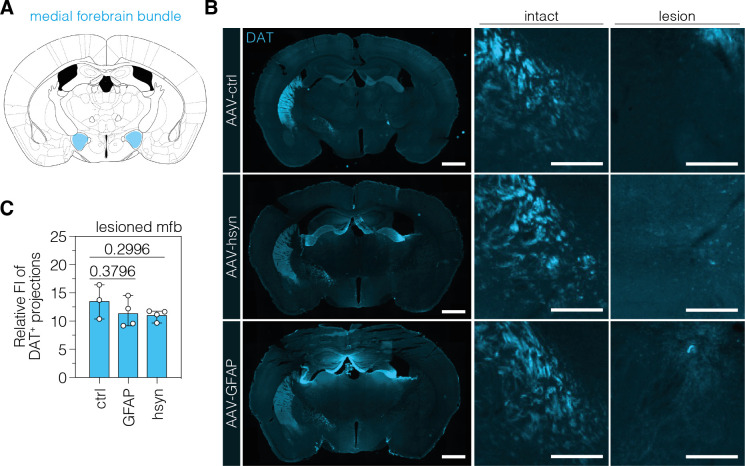
Tyrosine hydroxylase (TH)-expressing cells in the substantia nigra pars compacta (SNc) do not form neuronal projections through the mfb. (**A, B**) Schematic depiction of the mfb (**A**) on the mouse brain atlas (Paxinos and Franklin, 2001) and representative images of DA projections in the mfb of the intact and lesioned hemisphere in treated Parkinson’s disease (PD) mice. Treatment groups (left) and hemispheres (top) are indicated. (**C**) Quantifications of DA projections in the mfb, assessed as relative fluorescence intensity (FI) of the dopaminergic marker DAT (dopamine transporter) compared to the intact mfb of the same section, in animals treated with AAV-ctrl, AAV-GFAP, or AAV-hsyn. The FI of the DAT staining detected in the thalamus of each hemisphere was used for background correction of FI detected in the mfb of the same hemisphere. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e variant under the ubiquitous Cbh promoter. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 3–4 animals per group and were analyzed using a one-way ANOVA with Dunnett’s multiple comparisons test. Each datapoint represents one animal. Exact p-values are indicated in the respective plots. Scale bars, 1000 μm (left) and 50 μm (middle and right). ctrl, AAV-ctrl-ABE treatment; GFAP, AAV-GFAP-ABE treatment; hsyn, AAV-hsyn-ABE treatment; mfb, medial forebrain bundle; FI, fluorescence intensity; DA, dopaminergic; DAT, dopamine transporter.

**Figure 2—figure supplement 5.**
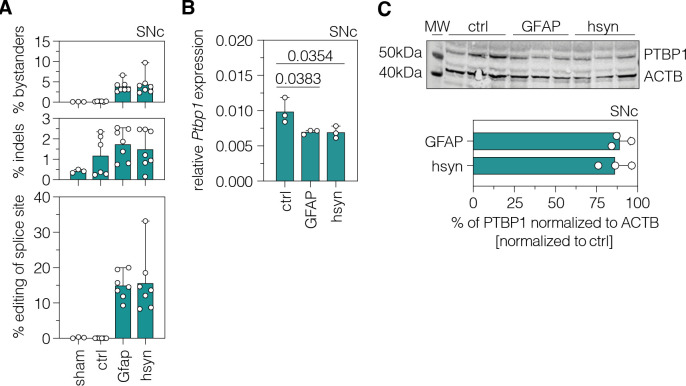
*In vivo* validation of polypyrimidine tract binding protein 1 (PTBP1) downregulation by adenine base editing in astrocytes and neurons of the SNc. (**A**) Quantifications of *in vivo* base editing of adenines and indel rates within the editing window at the targeted *Ptbp1* splice donor. (**B**) Transcript levels of *Ptbp1* upon adenine base editing in the lesioned SNc of AAV-ctrl-, AAV-GFAP-, and AAV-hsyn-treated Parkinson’s disease (PD) mice. Transcripts were normalized to *Gapdh*. (**C**) PTBP1 levels in the lesioned SNc of treated 6-OHDA-lesioned PD mice (n=3 mice per group). ACTB protein levels are shown as a loading control. PTBP1 abundance was compared to ACTB and normalized to the PTBP1/ACTB ratio of AAV-ctrl-treated animals. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e variant under the ubiquitous Cbh promoter. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 3–7 animals per group and were analyzed using a one-way ANOVA with Dunnett’s multiple comparisons test (**C**). Each datapoint represents one animal. Exact p-values are indicated in the respective plots. ctrl, AAV-ctrl-ABE treatment; GFAP, AAV-GFAP-ABE treatment; hsyn, AAV-hsyn-ABE treatment; SNc, substantia nigra pars compacta; *Ptbp1/*PTBP1, Polypyrimidine tract binding protein 1; ACTB, beta actin; MW, molecular weight marker. Figure 2—figure supplement 5—source data 1.Original membranes corresponding to Figure 2—figure supplement 5 (panel C).Size of molecular weight (MW) markers are indicated. Bands for polypyrimidine tract binding protein 1 (PTBP1) (57 kDa) and beta-actin (45 kDa) are indicated in the substantia nigra pars compacta (SNc) of Parkinson’s disease (PD) mice.

When we first analyzed animals treated with AAV-ctrl, we observed an average 99% reduction of TH^+^ cells in the SNc of lesioned animals (intact hemisphere: 8678 ± 2765 TH^+^ cells; lesioned hemisphere: 122 ± 26 TH^+^ cells; p=0.0331; Figure 2B and C). When we next assessed animals treated with AAV-hsyn to downregulate PTBP1 in neurons, we observed a restoration of approximately 10% of TH^+^ cells compared to the intact hemisphere (intact hemisphere: 7613 ± 1386 TH^+^ cells; lesioned hemisphere: 721 ± 144 TH^+^ cells; Figure 2B and D). In contrast, when we analyzed animals treated with AAV-GFAP to downregulate PTBP1 in astrocytes, we did not observe TH^+^ cells above control levels (intact hemisphere: 9209 ± 1199 TH^+^ cells; lesioned hemisphere: 158 ± 78 TH^+^ cells; Figure 2C and D; Figure 2—figure supplement 3). However, despite the presence of TH ^+^ cells in the SNc of AAV-hsyn-treated animals, we did not detect an increase in fluorescence signal corresponding to DA fibers in the striatum (ventral: AAV-GFAP, p=0.7935; AAV-hsyn, p=0.6998; dorsal: AAV-GFAP, p=0.7352; AAV-hsyn, p=0.4906), suggesting that TH^+^ cells generated in the SNc upon neuronal PTBP1 downregulation did not form striatal projections (Figure 2E and F). Further supporting this observation, we did not detect differences in fluorescence intensity between groups when analyzing projections of DANs in the mfb (Figure 2—figure supplement 4; AAV-GFAP, p=0.3796; AAV-hsyn, p=0.2996). Notably, base editing at the *Ptbp1* splice site (AAV-ctrl, 0.04 ± 0.03%, AAV-GFAP, 14.7 ± 3.9%; AAV-hsyn, 15.5 ± 8.5%) as well as a reduction of *Ptbp1* transcript (AAV-GFAP, 23.7 ± 12.7%, p=0.0383; AAV-hsyn, 24.8 ± 18.7%, p=0.0354) and PTBP1 protein levels (AAV-GFAP, 10.8 ± 6.3%; AAV-hsyn, 13.8 ± 10.1%) could be confirmed in SNc tissues at experimental endpoints (Figure 2—figure supplement 5).

Taken together, our results suggest that the PTBP1 downregulation in neurons of the SNc generates TH^+^ cells; however, unlike endogenous DANs in the SNc, they do not project to the dorsal striatum.

### Downregulation of PTBP1 in neurons of the striatum generates TH^+^ cells and increases striatal dopamine levels

Since the observed TH^+^ cells in the SNc did not generate projections to reconstruct the nigrostriatal pathway, we next tested whether we could bypass the lack of striatal projections by generating TH^+^ cells directly in the striatum. We, therefore, delivered AAV-hsyn at a dose of 4×10^8^ vg per animal into the striatum of C57BL/6 J mice, which were pre-treated with 6-OHDA to generate a unilateral lesion. The injection volume, and thus the delivered AAV dose, was increased compared to the SNc to achieve comparable AAV biodistribution in the larger striatum. Confirming the unilateral impairment of the nigrostriatal pathway, analysis of brain sections at 12 wk post-treatment revealed an average 99% reduction of TH^+^ cells in the lesioned SNc and no detectable DA projections to the striatum (Figure 3—figure supplement 1). When we quantified TH^+^ cells in brain sections of the striatum, we found 106±38 TH^+^ cells across 3 sections (estimated as 2646±952 cells in the entire striatum) in mice treated with AAV-hsyn compared to no TH^+^ cells in the lesioned hemisphere of animals treated with AAV-ctrl (Figure 3A). Analysis of striatum tissues isolated from AAV-ctrl- and AAV-hsyn-treated PD mice revealed base editing at the *Ptbp1* splice site (AAV-ctrl, 0.4 ± 0.1%; AAV-hsyn, 23.0 ± 6.6%; Figure 3—figure supplement 2) and downregulation of *Ptbp1* transcript (AAV-hsyn, 30.8 ± 14.6%, *P*=0.0681) and PTBP1 protein levels (AAV-hsyn, 22.1 ± 6.4%; Figure 3—figure supplement 2).

**Figure 3.**
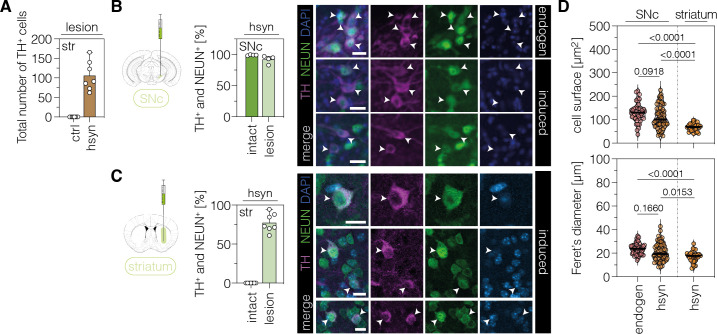
Characterization of TH-expressing cells in the SNc or striatum. (**A**) Quantification of TH^+^ cells in the lesioned striatum of animals treated with AAV-ctrl or AAV-hsyn. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e-*Sp*G variant under the ubiquitous Cbh promoter. (**B,C**) Quantifications (left) and representative images (right) of TH/NeuN double-positive cell bodies in the intact (dark green, labeled as ‘endogen’ in the images) or lesioned (light green, labeled as ‘induced’ in the images) SNc (**B**) or striatum (**C**) of AAV-hsyn-treated animals. (**D**) Corresponding quantifications of cell surface area and Feret’s diameter (longest distance between the cell boundaries) of TH/NeuN double-positive cell bodies in the intact (labeled as ‘endogen’) or lesioned SNc or striatum (labeled as ‘hsyn’). Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are displayed as means ± s.d. of 4–7 mice per group (**A–C**) or 32–68 TH/NeuN double-positive cells per group (D; n=4 mice) and were analyzed using a one-way ANOVA with Tukey’s multiple comparisons test (**D**). Each datapoint represents one animal (**A–C**) or a TH/NeuN double-positive cell (**D**). Exact P-values are indicated in the each plot above the respective group (**D**). Scale bars, 20 μm. ctrl, AAV-ctrl-ABE treatment; hsyn, AAV-hsyn-ABE treatment; SNc, substantia nigra pars compacta; str, striatum; TH, tyrosine hydroxylase; NEUN, hexaribonucleotide binding protein-3; DAPI, 4’,6-diamidino-2-phenylindole; endogen, endogenous.

**Figure 3—figure supplement 1.**
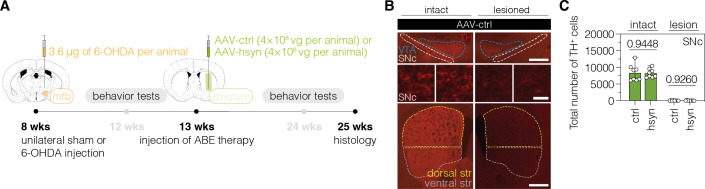
Validation of the unilateral lesion in 6-OHDA mice after neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation in the striatum. (**A**) Schematic representation of the experimental timeline and setup. (**B**) Representative fluorescence images showing the unilateral loss of TH^+^ cells in the SNc (top and middle) and unilateral depletion of DA fibers in the striatum (bottom) in 6-OHDA-lesioned mice treated with AAV-ctrl. Scale bars, 1000 μm (top and bottom) and 20 μm (middle). (**C**) Quantifications of TH^+^ cells in the intact (dark green) and lesioned (light green) SNc after administration of the AAV-hsyn treatment to the striatum. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e-*Sp*G variant under the Cbh promoter. Tissue areas used for quantifications are marked by colored dashed lines in (**B**). Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are displayed as means ± s.d. of 8 mice per group and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (C, ‘intact’) or a two-tailed Mann-Whitney test (C, ‘lesion’). Each datapoint represents one animal. Exact p-values are indicated in the respective plots. ABE, adenine base editor; ctrl, AAV-ctrl-ABE treatment; hsyn, AAV-hsyn-ABE treatment; SNc, substantia nigra pars compacta; VTA, ventral tegmental area; TH, tyrosine hydroxylase.

**Figure 3—figure supplement 2.**
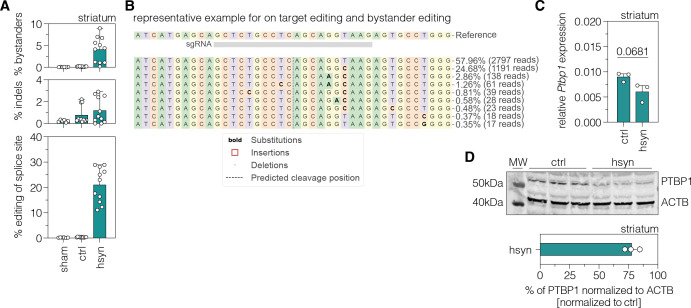
*In vivo* validation of polypyrimidine tract binding protein 1 (PTBP1) downregulation by adenine base editing in neurons of the striatum. (**A**) Quantifications of *in vivo* base editing of adenines and indel rates within the editing window at the targeted *Ptbp1* splice donor (n=6–11 mice per group). (**B**) Representative CRISPResso output file showing the frequency and positioning of edited adenines in the lesioned striatum. (**C**) Transcript levels of *Ptbp1* upon adenine base editing in the lesioned striatum. Transcripts were normalized to *Gapdh* (n=3 mice per group). (**D**) PTBP1 levels in the lesioned striatum of treated 6-OHDA-lesioned PD mice (n=3 mice per group). ACTB protein levels are shown as a loading control. PTBP1 abundance was compared to ACTB and normalized to the PTBP1/ACTB ratio of AAV-ctrl-treated animals. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e variant under the ubiquitous Cbh promoter. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 3–11 animals per group and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (**B**). Each datapoint represents one animal. Exact p-values are indicated in the respective plots. ctrl, AAV-ctrl-ABE treatment; hsyn, AAV-hsyn-ABE treatment; str, striatum; *Ptbp1/*PTBP1, Polypyrimidine tract binding protein 1; ACTB, beta actin; MW, molecular weight marker. Figure 3—figure supplement 2—source data 1.Original membranes corresponding to Figure 3—figure supplement 2 (panel D).Size of molecular weight (MW) markers are indicated. Bands for polypyrimidine tract binding protein 1 (PTBP1) (57 kDa) and beta-actin (45 kDa) are indicated in the striatum of Parkinson’s disease (PD) mice.

**Figure 3—figure supplement 3.**
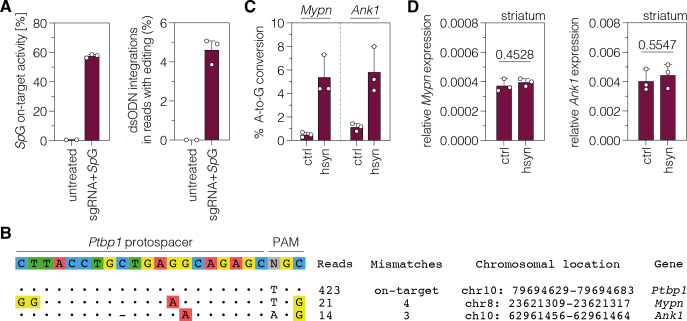
Identification of sgRNA-dependent off-target sites using GUIDE-seq. (**A**) Frequency of indels of sgRNA-ex3 and the *Sp*G nuclease (left) and dsODN integrations within the edited reads (right) in N2a cells. (**B**) Experimentally identified off-target sites for the sgRNA-ex3 protospacer targeting the polypyrimidine tract binding protein 1 (*Ptbp1)* locus. The number of reads for the on-target (top) and off-target sites (middle and bottom) as well as the number of mismatches, chromosomal location, and gene annotation are indicated on the right. (**C, D**) Deep sequencing results of the off-target sites (**C**) and transcript levels (**D**) of *Mypn* and *Ank1* upon adenine base editing in the lesioned striatum. Transcripts were normalized to *Gapdh* (n=3 mice per group). Data are represented as means ± s.d. of three animals per group and were analyzed using an unpaired two-tailed Student’s t-test with Welch’s correction (**D**).

**Figure 3—figure supplement 4.**
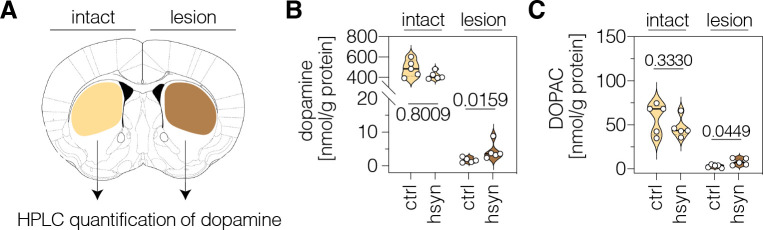
Neuronal polypyrimidine tract binding protein 1 (PTBP1) repression in the striatum increases striatal dopamine in 6-OHDA-lesioned hemispheres. (**A**) Schematic representation of striatal regions used for neurotransmitter quantifications. (**B, C**) HPLC quantifications of dopamine (**B**) and its metabolite DOPAC (**C**) in the intact and lesioned striatum of animals treated with AAV-ctrl or AAV-hsyn. Control animals were treated with AAV-PHP.eB particles, expressing the ABE8e-*Sp*G variant under the Cbh promoter. Neurotransmitter concentrations in nmol were normalized to total protein amounts in g. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are displayed as means ± s.d. of five mice per group and were analyzed using an unpaired two-tailed Student’s t-test (‘intact’ in B; **C**) or a two-tailed Mann-Whitney test (‘lesion’ in B). Each datapoint represents one animal. Exact p-values are indicated in the respective plots. ctrl, AAV-ctrl-ABE treatment; hsyn, AAV-hsyn-ABE treatment; DOPAC, 3,4-dihydroxyphenylacetic acid; nmol, nanomol; g, gram.

**Figure 3—figure supplement 5.**
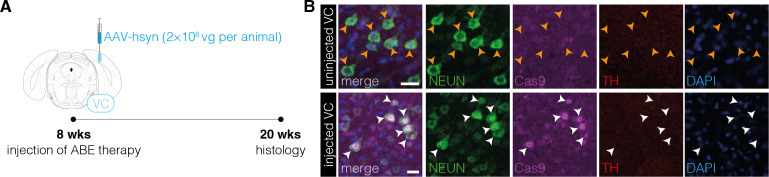
Absence of TH^+^ cell bodies in the visual cortex after neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation. (**A**) Schematic representation of the experimental timeline and setup. (**B**) Representative images showing ABE8e expression in neurons (white arrowheads) of the visual cortex (+) in the injected hemisphere and the absence of TH^+^ cell bodies after 12 wk (bottom). Absence of ABE8e expression in neurons (orange arrowheads) of the uninjected hemisphere (top) is shown for comparison (n=3 mice). Scale bars, 20 μm. VC, visual cortex; NEUN, hexaribonucleotide binding protein-3; Cas9, *Streptococcus pyogenes* Cas9; TH, tyrosine hydroxylase; DAPI, 4’,6-diamidino-2-phenylindole.

**Figure 3—figure supplement 6.**
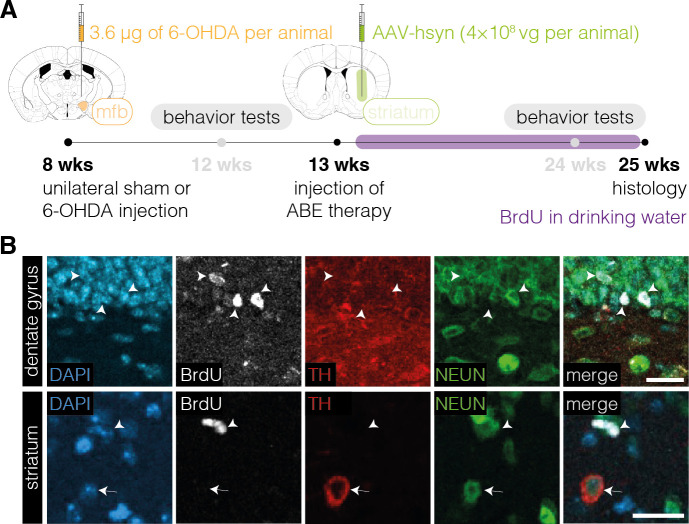
Absence of proliferation in TH^+^ cell bodies in the striatum after neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation. (**A**) Schematic representation of the experimental timeline and setup. (**B**) Representative images of BrdU-labeled cells (white arrowhead) in the dentate gyrus (DG, top) or striatum (bottom) and of TH^+^ cell bodies (white arrow) in the striatum of animals treated with AAV-hsyn (n=4 mice; n=163 TH^+^ cell bodies in the striatum). Images of the DG are shown as a positive control (top). Scale bars, 20 μm. ABE, adenine base editor; DAPI, 4’,6-diamidino-2-phenylindole; BrdU, bromodeoxyuridine; TH, tyrosine hydroxylase; NEUN, hexaribonucleotide binding protein-3.

Since we did not observe PTBP1 downregulation or TH^+^ cells in animals treated with AAV-ctrl (Figure 3A; Figure 3—figure supplement 2), we can rule out that TH expression is induced by (1) tissue damage due to the injection procedure or (2) toxicity due to the administered AAV dose or serotype. To additionally exclude that TH expression might be caused by off-target editing effects, we experimentally determined off-target sites of sgRNA-ex3 using GUIDE-seq in N2a cells (Tsai et al., 2015) and subsequently analyzed these sites in treated animals by deep amplicon sequencing (Figure 3—figure supplement 3). One off-target site was identified in the myopalladin (*Mypn*) gene, which encodes for a muscle-specific protein and plays a critical role in regulating the structure and growth of skeletal and cardiac muscle (Filomena et al., 2021; Filomena et al., 2020), and another site was detected in the intronic region of the ankyrin-1 (*Ank1*) gene, which encodes for an adaptor protein linking membrane proteins to the underlying cytoskeleton (Cunha and Mohler, 2009). Importantly, base editing rates at both sites were substantially lower (*Mypn*, 5.4 ± 1.7%; *Ank1*, 5.8±1.9%; Figure 3—figure supplement 3) than at the *Ptbp1* site in AAV-hsyn-treated mice (23.0 ± 6.6%; Figure 3—figure supplement 2) and no reduction in transcript levels of the respective genes was observed (*Mypn*, *P*=0.4528; *Ank1*, *P*=0.5547; Figure 3—figure supplement 3). Thus, the induction of TH expression upon adenine base editing with sgRNA-ex3 is likely a direct consequence of PTBP1 downregulation.

Next, we assessed whether the ectopic expression of TH in the striatum led to an increase in tissue dopamine levels. We manually dissected striata of lesioned and unlesioned hemispheres and quantified tissue dopamine levels by high-pressure liquid chromatography (HPLC; Figure 3—figure supplement 4). Peak identities and neurotransmitter concentrations were analyzed using corresponding standards of known concentrations. Importantly, base-edited animals showed an approximately 2.5-fold increase in the concentration of striatal dopamine (AAV-hsyn: 4.4 ± 2.6 nmol/g protein; AAV-ctrl: 1.7 ± 0.7 nmol/g protein; p=0.0159) and the dopamine metabolite 3,4-dihydroxyphenylacetic acid (DOPAC; AAV-hsyn: 8.2 ± 3.9 nmol/g protein; AAV-ctrl: 3.1 ± 1.8 nmol/g protein; p=0.0449) in the lesioned hemisphere (Figure 3—figure supplement 4).

Taken together, our data suggest that downregulation of PTBP1 in striatal neurons of 6-OHDA-lesioned hemispheres resulted in the expression of TH and an elevation of striatal dopamine concentrations.

### Phenotypic characterization of TH^+^ cells in the striatum

To characterize the TH-expressing cells in the SNc and striatum of AAV-hsyn-treated mice in more detail, we co-stained them for the pan-neuronal marker NEUN (hexaribonucleotide binding protein-3). As expected, virtually all TH^+^ cells in the intact SNc were co-stained for NEUN (99.0 ± 0.1%; Figure 3B). Likewise, the majority of TH^+^ cells in the lesioned SNc (hsyn: 92.0 ± 6.2%; Figure 3B) and striatum of AAV-hsyn-treated animals (77.5 ± 11.8%; Figure 3C) were also labeled by NEUN, further corroborating a neuronal origin of these cells. Moreover, we observed a significant reduction in the surface area (p<0.0001) and Feret’s diameter (p<0.0001) between TH/NEUN double-positive cells in the lesioned striatum compared to endogenous DANs in the intact SNc, or TH/NEUN double-positive cell bodies in the lesioned SNc of AAV-hsyn-treated mice (Figure 3D; surface area, p<0.001; Feret’s diameter, p<0.001).

Differences in the frequency of NEUN-labeling, as well as surface area and diameter of TH^+^ cells in the striatum, might be attributed to (1) varying maturation states of these cells, potentially influenced by the local microenvironment of the SNc vs striatum, and/or (2) TH-expressing cells originating from distinct neuronal subpopulations. In line with previous work (Qian et al., 2020), injection of AAV-hsyn into the visual cortex did not lead to TH expression in local neurons (Figure 3—figure supplement 5; n=174 Cas9/NEUN double-positive cells), suggesting that the local microenvironment indeed plays a contributing role in inducing TH expression in the targeted neurons. To next analyze the origin of TH-expressing cells in the striatum, we first assessed whether these cells originated from dividing neural progenitors or mature, non-dividing neurons. We, therefore, supplied bromodeoxyuridine (BrdU)-containing drinking water to 6-OHDA-lesioned mice after AAV-hsyn treatment (Figure 3—figure supplement 6). After confirming the successful BrdU labeling of proliferating cells in the dentate gyrus (DG; Figure 3—figure supplement 6), we performed BrdU/NEUN/TH co-staining experiments with striatal sections. Microscopic analysis of 163 TH/NEUN double-positive cells revealed no co-labeling with BrdU (Figure 3—figure supplement 6), indicating that TH^+^ cells were not generated *de novo* and rather originated from non-proliferating mature neurons.

Next, we performed multiplexed iterative immunofluorescence imaging (4i) (Cole et al., 2022) on tissue sections to further characterize the identity, origin, and differentiation state of these cells (Figure 4). After successful validation of antibody specificities (Figure 4—figure supplement 1), we performed four 4i rounds using markers for neural progenitors (SOX2/sex-determining region Y-box 2, NES/neuroepithelial stem cell protein, DCX/doublecortin), DANs (TH, DAT), and mature neurons (NEUN, CTIP2/COUP-TF-interacting protein 2, SST/somatostatin, PV/parvalbumin, CALB2/calbindin 2). The majority of TH^+^ cells also expressed the marker DAT (75.2 ± 5.6%; Figure 4A and B), further corroborating the DA identity of these cells. Moreover, supporting the results of our BrdU-labeling experiments (Figure 3—figure supplement 6), only a small fraction of TH/DAT double-positive cells were labeled for markers of neural progenitors (SOX2, 9.1 ± 2.4%; NESTIN, 2.1 ± 0.5%; DCX, 2.6 ± 0.8%; Figure 4A and B). Instead, most TH/DAT-labeled cells expressed the adult pan-neuronal marker NEUN (86.2 ± 3.7%; Figure 4A and B). Of this TH/DAT/NEUN-positive population, 49.8 ± 12.9% were additionally labeled with CTIP2 (Figure 4A and B), a marker for GABAergic medium spiny neurons (MSNs), and 46.4 ± 10.4% expressed markers for various GABAergic interneurons (PV, 3.2 ± 1.9%; SST, 3.5 ± 1.2%; CALB2, 39.7 ± 11.0%; Figure 4A and B), indicating that expression of DA markers may be achieved in various subtypes of GABAergic neurons upon PTBP1 downregulation.

**Figure 4.**
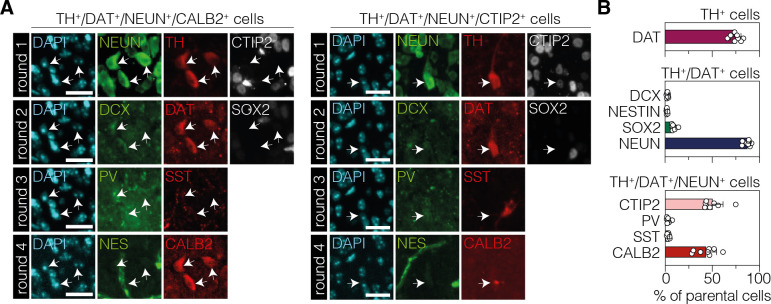
Characterization of TH^+^ cells in the striatum after neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation. (**A**) Representative 4i images of the two main cell populations among TH-positive cells. The expressed markers are indicated on top of the images. (**B**) Corresponding quantifications of phenotypic markers expressed among TH-positive cells (top, DAT; n=696 TH^+^ cells), TH/DAT double-positive (middle, DCX; NESTIN; SOX2; n=527 cells), or TH/DAT/NEUN triple-positive (bottom, CTIP2; PV; SST; CALB2; n=460 cells) subpopulations (white arrows) in the striatum at 12 wk after administration of the AAV-hsyn treatment. The parental population is indicated above each plot. 4i imaging rounds are indicated on the left in (**A**). Images were pseudocolored during post-processing. Scale bars, 20 μm. Data are displayed as means of six mice (**B**). DAPI, 4’,6-diamidino-2-phenylindole; SOX2, sex determining region Y-box 2; NES, neuroepithelial stem cell protein; DCX, doublecortin; NEUN, hexaribonucleotide binding protein-3; TH, tyrosine hydroxylase; DAT, dopamine transporter; CTIP2, COUP-TF-interacting protein 2; PV, parvalbumin; SST, somatostatin; CALB2, calbindin 2.

**Figure 4—figure supplement 1.**
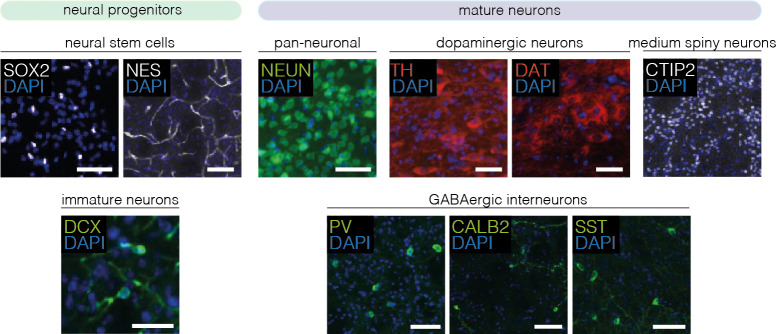
Validation of antibodies for 4i experiments. Antibody specificity was assessed on mouse brain sections of the striatum or substantia nigra pars compacta (SNc) (n=2 animals). Representative images of one animal are shown. Scale bars, 50 μm. DAPI, 4’,6-diamidino-2-phenylindole; SOX2, sex determining region Y-box 2; NES, neuroepithelial stem cell protein; DCX, doublecortin; NEUN, hexaribonucleotide binding protein-3; TH, tyrosine hydroxylase; DAT, dopamine transporter; CTIP2, COUP-TF-interacting protein 2; PV, parvalbumin; CALB2, calbindin 2; SST, somatostatin.

In summary, our data show that TH-expressing cells were not generated from proliferating neural stem cells, but rather originated from various populations of post-mitotic striatal neurons that acquired DA characteristics upon PTBP1 downregulation.

### Neuronal PTBP1 repression alleviates drug-free motor dysfunction in PD mice

Last, we evaluated whether neuronal and/or astroglial base editing of PTBP1 in the SNc and/or striatum could restore motor functions in mice with a unilateral 6-OHDA lesion. We first performed two common drug-free behavioral tests: the cylinder test to quantify the asymmetry of spontaneous rotations and the stepping test to quantify contralateral forelimb akinesia (Boix et al., 2015; Glajch et al., 2012; Iancu et al., 2005). We found that drug-free motor dysfunctions were significantly alleviated in animals treated with AAV-hsyn (stepping test, p<0.0001; cylinder test, p<0.0001), but not with AAV-GFAP (stepping test, p=0.8608; cylinder test, p=0.0504), in the SNc when using an AAV dose of 2×10^8^ vg per animal (Figure 5—figure supplement 1). Likewise, PTBP1 targeting in striatal neurons restored the asymmetry of spontaneous behaviors (AAV-hsyn: stepping test, p<0.0001; cylinder test, p<0.0001; AAV-ctrl: stepping test, p=0.2667; cylinder test, p=0.1870; Figure 5A and B). To assess the extent of motor improvements in response to the ABE treatment, we additionally tested two drug-induced motor behaviors. However, we did not detect recovery of contralateral rotations in treated animals after systemic administration of amphetamine (Figure 5C; Figure 5—figure supplement 1), which leads to an enhanced imbalance of extracellular dopamine concentrations between the denervated and intact striatum (Freyberg et al., 2016; Karam et al., 2022). Likewise, after systemic administration of apomorphine, which acts as a dopamine receptor agonist and stimulates hypersensitive dopamine receptors in the lesioned hemisphere (Arroyo-García et al., 2018; da Conceição et al., 2010; Iancu et al., 2005), we did not observe a recovery of ipsilateral rotations in any treatment group (Figure 5D; Figure 5—figure supplement 1).

**Figure 5.**
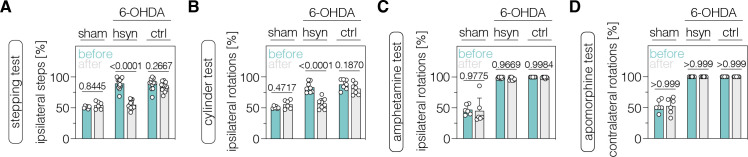
Neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation in the striatum alleviates drug-free motor dysfunction in 6-OHDA-lesioned Parkinson’s disease (PD) mice. (**A, B**) Spontaneous behaviors, were assessed as contralateral forelimb akinesia in the stepping test (**A**) and spontaneous rotations in the cylinder test (**B**), in animals treated in the striatum. (**C, D**) Drug-induced rotations, assessed as amphetamine-induced ipsilateral rotations (**C**) and apomorphine-induced contralateral rotations (**D**), in animals treated in the striatum. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 6–13 animals per group and were analyzed using a two-way ANOVA with Śidák’s multiple comparisons. Each datapoint represents one animal. Exact p-values are indicated in each plot. hsyn, AAV-hsyn-ABE treatment; ctrl, AAV-ctrl-ABE treatment.

**Figure 5—figure supplement 1.**
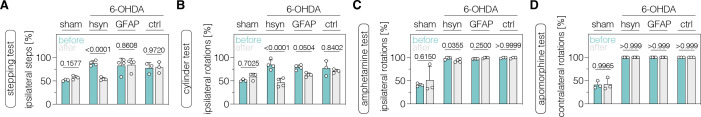
Neuronal polypyrimidine tract binding protein 1 (PTBP1) downregulation in the substantia nigra pars compacta (SNc) alleviates drug-free motor dysfunction in 6-OHDA-lesioned PD mice. (**A, B**) Spontaneous behaviors, assessed as contralateral forelimb akinesia in the stepping test (**A**) and spontaneous rotations in the cylinder test (**B**), in animals treated in the SNc. (**C, D**) Drug-induced rotations, assessed as amphetamine-induced ipsilateral rotations (**C**) and apomorphine-induced contralateral rotations (**D**), in animals treated in the SNc. Normal distribution of the data was analyzed using the Shapiro-Wilk test. Data are represented as means ± s.d. of 3–4 animals per group and were analyzed using a two-way ANOVA with Śidák’s multiple comparisons test. Each datapoint represents one animal. Exact p-values are indicated in each plot. hsyn, AAV-hsyn-ABE treatment; GFAP, AAV-GFAP-ABE treatment; ctrl, AAV-ctrl-ABE treatment.

**Figure 5—figure supplement 2.**
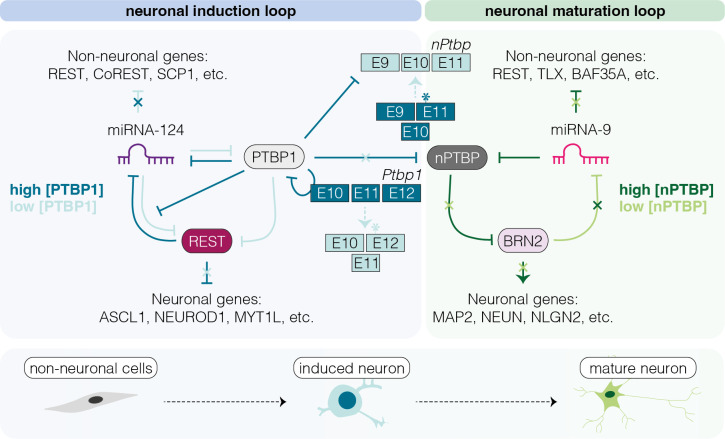
Schematic representation of the polypyrimidine tract binding protein 1 (PTBP1)/nPTBP regulatory loops driving neuronal differentiation and maturation. The dynamic regulation of PTBP1-mediated inhibition of miRNA-124, which acts on components of the REST complex to activate neuronal-specific expression programs in non-neuronal cells is a key event in the miRNA-124/REST signaling cascade. High PTBP1 expression in non-neuronal cells blocks miRNA-124-induced neuronal differentiation. During neuronal differentiation (low [PTBP1]), miRNA-124 represses PTBP1, enabling expression of nPTBP, pro-neuronal transcription factors, and consequently neuron-specific splicing events that eventually lead to neuronal maturation (Makeyev et al., 2007; Xue et al., 2013).

Taken together, downregulation of PTBP1 in SNc and striatal neurons improves spontaneous, but not drug-induced, behaviors in 6-OHDA-lesioned mice.

## Discussion

In this study, we applied adenine base editing to introduce *Ptbp1* loss-of-function mutations in astrocytes and neurons in the 6-OHDA-induced PD mouse model. Delivery of dual AAV vectors to the SNc resulted in the formation of TH-expressing cells and the rescue of spontaneous behaviors when a neuronal promoter was used to drive ABE expression. However, no DA projections to the striatum were detected, supporting recent findings that suggest a functional role of PTBP1 in promoting axon regeneration of adult sensory neurons (Alber et al., 2023). Reconstitution of the nigrostriatal pathway, which connects the SNc with the dorsal striatum (Kalia and Lang, 2015), is therefore unlikely the mechanism underlying the observed phenotypic rescue. Supporting this hypothesis, the downregulation of neuronal PTBP1 in the striatum of 6-OHDA-lesioned mice also led to the formation of TH^+^ cells and a rescue of spontaneous behaviors.

Two previous studies suggested that PTBP1 downregulation in the SNc, using either shRNA-mediated knockdown or knockdown via CRISPR-CasRx, led to the conversion of astrocytes into functional DANs in 6-OHDA-lesioned mice (Qian et al., 2020; Zhou et al., 2020). However, recent lineage tracing studies revealed that neither quiescent nor reactive astrocytes in the SNc or striatum convert to DANs upon PTBP1 downregulation (Chen et al., 2022; Hoang et al., 2023; Wang et al., 2021). Instead, these studies hypothesize that the reported effects might be attributed to leaky activation of the GFAP promoter in neurons, which could have been misinterpreted as astrocyte-to-neuron conversion. Our study contributes to this recently growing body of evidence, indicating that downregulation of astroglial PTBP1 does not induce astrocyte conversion into DANs, and that neurons are the origin of the observed TH^+^ cells (Chen et al., 2022; Wang et al., 2021; Yang et al., 2023). Our 4i and BrdU experiments furthermore revealed that TH expression in the striatum was induced in mature neurons, either expressing markers of GABAergic MSNs or interneurons. These findings indicate that the induction of TH expression is not restricted to a specific neuronal subpopulation, but may rather be attributed to (1) potential bias of hsyn promoter activity towards inhibitory neurons (Radhiyanti et al., 2021), (2) preferential AAV tropism towards distinct neuronal subpopulations in the striatum, or (3) differences in the local microenvironment, chemical signals, and neuronal circuitry required to induce TH expression in distinct neuronal subpopulations.

While our study suggests that PTBP1 downregulation can enable TH expression in various GABAergic neuronal populations in the striatum, the transcriptional changes leading to and following TH expression in these cells remain unclear. Previous research has demonstrated that the interplay between microRNAs (miRNAs) and the RNA processing proteins PTBP1 and its homology nPTBP (PTBP2) is crucial during neuronal differentiation and maturation (Figure 5—figure supplement 2; Boutz et al., 2007; Makeyev et al., 2007; Zheng et al., 2012). Key events in this signaling cascade are the dynamic release of PTBP1-mediated inhibition of miRNA-124, which induces nPTBP expression and activates neuron-specific expression programs in non-neuronal cells (Makeyev et al., 2007; Xue et al., 2013). Thus, the activation of the PTBP1/nPTBP regulatory loops is essential for driving reprogramming toward the neuronal lineage and subsequent neuronal maturation (Xue et al., 2016; Xue et al., 2013). While this classical model of PTBP1 down-regulation and neuronal differentiation implies negligible expression or importance of PTBP1 in mature neurons, our results indicate that PTBP1 is sufficiently expressed and plays a functional role in mature neurons, with the installation of a loss-of-function mutation resulting in a detectable reduction in relative protein amounts (Figure 2—figure supplement 5; Figure 3—figure supplement 2) and behavioral improvements in a PD mouse model (Figure 5; Figure 5—figure supplement 1). Supporting these findings, a recent study demonstrated PTBP1 expression in axons of sensory and motor neurons as well as a functional role in sensation, injury response, and axonal regeneration (Alber et al., 2023). Further investigation using single cell transcriptional analysis of the PTBP1/nPTBP regulatory loops, pro-neuronal transcription factors (*Ascl1*, *Myt1l*, *Zic1*, *Brn2*, *Neurod1*) (Xue et al., 2013), or transcription factors guiding the differentiation into DANs (*Nr4a2*, *Lmx1a*, *Lmx1b*, or *Pitx3* Niu et al., 2021) could provide insights into the transcriptional switches underlying TH expression in MSNs and interneurons as observed in our study.

MSNs, the principal neurons of the striatum (~95%), can be divided into two distinct subtypes based on their expression of dopamine receptors and their axonal projections (D1- or D2-MSNs) (Gerfen et al., 1990; Anonymous, 1998). Both the input to and output from D1- and D2-MSNs are dynamically controlled by striatal interneurons, which constitute approximately 5% of total striatal neurons (Clarke and Adermark, 2015). Since both MSNs and interneurons receive DA inputs from the SNc, their activity, and excitability are strongly hampered when striatal dopamine is absent (Bamford et al., 2018; Gerfen and Surmeier, 2011; Kreitzer and Malenka, 2008). It, therefore, seems feasible that PTBP1 downregulation by adenine base editing and subsequent TH expression might have enabled local dopamine synthesis in the dorsal striatum, which may have been sufficient to partly restore the function of these cell populations and compensate for the depletion of DA inputs from the SNc. Supporting this hypothesis, a recent study has shown that depletion of the orphan G-protein coupled receptor 6 (GPR6) in D2-MSNs reduced intracellular cyclic adenosine monophosphate (cAMP) concentrations, leading to increased striatal dopamine and decreased involuntary movements following apomorphine treatment in 6-OHDA-lesioned PD mice (Sun et al., 2021). When we quantified dopamine levels in the striatum of AAV-hsyn-treated PD mice using HPLC, we observed a 2.5-fold increase in striatal dopamine, suggesting that induction of TH expression in striatal neurons might establish a basal tone of extracellular dopamine despite the absence of striatal DA projections, akin to pharmacological replenishment in PD patients (Poewe et al., 2017). While the increase in dopamine levels was modest compared to 6-OHDA-lesioned rats treated with the dopamine precursor L-DOPA, which exhibited an increase in extracellular dopamine concentrations from ~0.04 fmol/µL to ~9–10 fmol/µL (Lindgren et al., 2010), our results indicate that even a modest increase in striatal dopamine is sufficient to rescue spontaneous motor behaviors in PD mice. This finding aligns with recent work showing that multiple unconditioned DA-dependent motor tasks can be sustained through a diffuse basal tone of extracellular dopamine in the striatum (Delignat-Lavaud et al., 2023). Conversely, basal dopamine levels were insufficient to improve amphetamine-induced behaviors in AAV-hsyn-treated PD mice in this study, potentially due to the lack of striatal projections from the SNc and/or insufficient availability of intracellular dopamine in striatal neurons. Likewise, the detected dopamine levels in striatal tissues were not sufficient to reverse the hypersensitivity of D1 and D2 receptors to the dopamine agonist apomorphine. Higher base editing rates, achievable using either single AAV delivery of smaller Cas9 orthologues or multiple injections into the rostral, medial, and caudal regions of the striatum, may result in more pronounced global PTBP1 downregulation and potentially higher tissue dopamine concentrations, leading to a broader behavioral rescue. Moreover, further analysis using fiber photometry or microdialysis could provide information on synaptic dopamine release and availability.

Transcriptional reprogramming is fundamental for neuronal differentiation and maturation, relying on various feedback and feed-forward circuits to regulate cell type-specific gene expression programs. While the loss of PTBP1 is considered crucial for reducing neuronal apoptosis and inducing neuronal differentiation during development, its various roles in mature neurons during adulthood remain largely elusive. Further investigation using single-cell transcriptional analysis or spatial transcriptomics is needed to identify the transcriptional changes driving the expression of DA markers in striatal GABAergic neurons upon PTBP1 downregulation. These experiments may also contribute to our understanding of how PTBP1 downregulation may affect cAMP metabolism, dopamine synthesis, and basal ganglia circuitry in PD mice. Finally, to fully explore the therapeutic potential of PTBP1 base editing, future studies should also combine detailed transcriptional analysis with stringent lineage-tracing technologies and *in vivo* assessment of synaptic dopamine availability and release in more sophisticated PD mouse models that exhibit neuropathological, motor, and cognitive aspects of the disease.

## Materials and methods

### Generation of plasmids

sgRNA plasmids were generated by ligating annealed and phosphorylated oligos into a BsmBI-digested lentiGuide-Puro (Addgene #52963) using T4 DNA ligase (NEB). To generate intein-split ABE plasmids for AAV production, inserts with homology overhangs were either ordered as gBlocks (IDT) or generated by PCR. Inserts were cloned into KpnI- and AgeI-digested AAV backbones using HiFi DNA Assembly Master Mix (NEB). All PCRs were performed using Q5 High-Fidelity DNA Polymerase (NEB). All plasmids were transformed into *Escherichia coli* Stable3 competent cells (NEB). The identity of all plasmids was confirmed by Sanger Sequencing. Primers used for cloning of all plasmids are listed in Supplementary files 1 and 2. LentiGuide-Puro was a gift from F. Zhang (Addgene plasmid nos. 52963).

### Cell culture transfection and genomic DNA preparation

Hepa1-6 (ATCC CRL-1830) cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) plus GlutaMAX (Thermo Fisher Scientific), supplemented with 10% (v/v) fetal bovine serum (FBS) and 1% penicillin/streptomycin (Thermo Fisher Scientific) at 37 °C and 5% CO_2_. Neuro2a (ATCC CCL-131) cells were maintained in Eagle’s Minimum Essential Medium (EMEM), supplemented with 10% (v/v) FBS and 1% penicillin/streptomycin. C8-D1A [astrocyte type I clone, ATCC CRL-2541] were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% (v/v) fetal bovine serum (FBS) and 1% penicillin/streptomycin (Thermo Fisher Scientific) at 37 °C and 5% CO_2_. Cells were passaged every 3–4 d and maintained at confluency below 90%. The identity of all cell lines was confirmed by STR profiling at ATCC. All cell lines were tested negative for mycoplasma contamination.

For the *in vitro* screening of sgRNA activities, cells were seeded in 96-well cell culture plates (Greiner) and transfected at 70% confluency using 0.5 μl Lipofectamine 2000 (Thermo Fisher Scientific). If not stated otherwise, 300 ng of BE and 100 ng of sgRNA were used for transfections. Cells were incubated for 5 d after transfection and genomic DNA was isolated using a direct lysis as previously described (Böck et al., 2022). For analysis of transcript and protein levels, cells were seeded in a 48-well cell culture plate (Greiner) and transfected at 70% confluency using 1 μl of Lipofectamine 2000 (Thermo Fisher Scientific). A small aliquot of the cells was used for the isolation of genomic DNA by direct lysis as previously described (Böck et al., 2022). The remaining cells were split in half for RNA and protein isolation.

For the assessment of *in vivo* base editing performance, a 40 μm thick section of the SNc or striatum was used for manual dissection of these regions under a stereomicroscope. DNA was subsequently isolated from tissue pieces by direct lysis as previously described (Böck et al., 2022).

### RNA isolation and RT-qPCR

RNA was isolated from cultured cells or snap-frozen brain tissues (striatum or SNc) using the RNeasy Mini Kit (Qiagen) or the AllPrep DNA/RNA/Protein Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA (1000 ng input) was subsequently reverse-transcribed to cDNA using random primers and the GoScript reverse transcriptase kit (Promega). RT-qPCR was performed using FIREPolymerase qPCR Master Mix (Solis BioDyne) and analyzed using a Lightcycler 480 system (Roche). Fold changes were calculated using the double ΔCt method. Primers used for RT-qPCR are listed in Supplementary file 3.

### Protein isolation and western blot

Protein was isolated from cultured cells or snap-frozen brain tissues (striatum or SNc) using radioimmunoprecipitation (RIPA) assay buffer (150 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% NP-40; Thermo Fisher Scientific), supplemented with protease inhibitor cocktail (Roche), or the AllPrep DNA/RNA/Protein Mini Kit (Qiagen) according to the manufacturer’s instructions. Protein concentrations of all samples were determined using the Pierce Bicinchoninic Acid (BCA) Protein Assay Kit (Thermo Fisher Scientific).

Equal amounts of protein (*in vitro* samples: 30 μg; *in vivo* samples: 40 μg) were separated by SDS-polyacrylamide gel electrophoresis (Thermo Fisher Scientific) and transferred to a 0.45 μm nitrocellulose membrane (Amersham). Membranes were incubated with rabbit anti-PTBP1 (1:10,000; cat. no. ab133734, Abcam) and mouse anti-actin beta (1:2,000; cat. no. ab8226; Abcam). Signals were detected by fluorescence using IRDye-conjugated secondary antibodies (LI-COR Biosciences) and a LICOR Odyssey DLx imaging system. Protein quantifications were performed in Fiji. All antibodies are listed in Supplementary file 4.

### Amplification for deep sequencing

PTBP1-specific oligos were used to generate targeted amplicons for deep sequencing. Input genomic DNA was first amplified in a 10 μL reaction for 30 cycles using NEBNext High-Fidelity 2x PCR Master Mix (NEB). Amplicons were purified using AMPure XP beads (Beckman Coulter) and subsequently amplified for eight cycles using oligos with sequencing adapters. Approximately equal amounts of PCR products were pooled, gel purified, and quantified using a Qubit 3.0 fluorometer and the dsDNA HS Assay Kit (Thermo Fisher Scientific). Paired-end sequencing of purified libraries was performed on an Illumina Miseq platform. Oligos for deep sequencing are listed in Supplementary file 5.

### HTS data analysis

Sequencing reads were first demultiplexed using the Miseq Reporter (Illumina). Next, amplicon sequences were aligned to their reference sequences using CRISPResso2 (Clement et al., 2019). Adenine base editing efficiencies at splice sites were calculated as a percentage of (number of reads containing edits at splice site)/(number of total aligned reads). 

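The files hold the alleles that remained after the authors' alignment, so the denominator used here is the sum of read counts in a sample's table. Taking the deposited percent of reads in place of the counts gave the same editing rates to the digits printed. Leaving reads with indels out of the numerator and the denominator changed the mean at the exon 3 donor with *Sp*G-ABE8e to 93.2% and that at the exon 7 donor with *Sp*Cas-ABE8e to 85.6%. Any base change at either base of the splice dinucleotide, a wider reading of an edit at the splice site, was found in 85.2% of reads at the exon 7 donor. Keeping only alleles with at least 0.2% of a sample's reads gave 93.3% at the exon 3 donor and 85.7% at the exon 7 donor. With reads pooled over replicates, so that deeper samples weigh more, the rate at the exon 7 donor was 82.8%. Each of these values lies within 1 s.d. of the mean over samples.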

Reference nucleotide sequences are listed in Supplementary file 6.

### GUIDE-seq off-target analysis

Briefly, 6×10^4^ N2a cells were plated in a 24-well plate 1 d prior to transfection. Cells were transfected using Lipofectamine 3000 according to the manufacturer’s instructions. Three plasmids, encoding for the *Sp*G Cas9 nuclease [333 ng], the *Ptbp1* sgRNA-3 [167 ng], and GFP [6 ng], were co-transfected with 12 pmol of the double-stranded oligodeoxynucleotide (dsODN) following the original GUIDE-seq protocol (Tsai et al., 2015). Transfections were performed in triplicates. dsODN was transfected as a negative control. Cells were harvested ∼96 hr post-transfection and genomic DNA was purified. Efficient indel formation at the on-target site and integration of the dsODN tag were confirmed through deep amplicon sequencing. Genomic DNA was subsequently sheared with Covaris E220 to on average 500 bp according to the manufacturer’s protocol. Sample libraries were assembled as previously described (Tsai et al., 2015) and sequenced using the Illumina MiSeq platform. Data were analysed using open-source guideseq software (version 1.1) (Tsai et al., 2016). Consolidated reads were mapped to the mouse mm39 reference genome. Upon identification of the genomic regions integrating the dsODNs in the aligned data, off-target sites with a maximum of six mismatches to the on-target site, which were absent in the background controls, were retained. A summary of the GUIDE-seq results can be found in Supplementary file 8.

### AAV production

Pseudo-typed vectors (AAV2 serotype PHP.eB) were produced by the Viral Vector Facility of the Neuroscience Center Zurich. Briefly, AAV vectors were ultracentrifuged and diafiltered. Physical titers (vector genomes per milliliter, vg/mL) were determined using a Qubit 3.0 fluorometer (Thermo Fisher Scientific) as previously published (Düring et al., 2020). The identity of the packaged genomes of each AAV vector was confirmed by Sanger sequencing.

### Stereotactic injections in mice

Unless stated otherwise, adult female C57BL/6 J mice at P50-P60 were used to introduce a unilateral lesion in the medial forebrain bundle. Buprenorphine [0.1 mg/kg bodyweight], was administered to mice subcutaneously 30 min prior to surgery. Animals were anesthetized using isoflurane (5% isoflurane with 1000 mL/min in 100% O_2_) and placed into a stereotaxic mouse frame on a warming surface to maintain body temperature. Anesthesia was maintained at 1.5–2.5% isoflurane with 400 mL/min in 100% O_2_ during surgeries. Mice were pre-treated with desipramine [25 mg/kg bodyweight] and pargyline [5 mg/kg bodyweight] 30 min before the injection of 6-hydroxydopamine (6-OHDA) was performed. 6-OHDA was dissolved in 0.02% ascorbate/saline solution at a concentration of 15 mg/mL and used within a maximum of 3 hr. 3.6 μg of 6-OHDA were injected into the medial forebrain bundle (mfb) at the following coordinates (relative to bregma): –1.2 mm anteroposterior (AP); 1.3 mm mediolateral (ML); –5 mm dorsoventral (DV). Sham-injected mice were injected with 0.02% ascorbate/saline solution. Injections were performed using a 5 μL Hamilton syringe with a 33 G needle at a speed of 0.05 μL/min. The needle was slowly removed 3 min after the injection and the wound was sutured using Vicryl 5–0 suture (Ethicon). Animals with unilateral lesions received extensive post-operative care for 2 wk. After the lesion, animals received daily glucose injections, and kitten milk (Royal Canin) for 1 wk to support recovery.

4–5 wk after the introduction of the 6-OHDA lesion, AAVs were injected into the substantia nigra, striatum, or visual cortex at the following coordinates (relative to bregma): –3.0 mm anteroposterior (A/P), 1.2 mm mediolateral (M/L), –4.5 mm dorsoventral (D/V) for the substantia nigra pars compacta; 0.38 mm A/P, 1.8 mm M/L, –4:0.4:–2.4 mm D/V for the striatum; and –4.5 mm A/P, 2.7 mm ML, 0.35 mm D/V for the visual cortex. Injections were performed using the same size needle, syringe, and speed as before. The needle was slowly removed 3 min after the injection and the wound was sutured using Vicryl 5–0 suture (Ethicon).

### Behavioral assays

Behavior experiments were performed at 4 wk after the 6-OHDA lesion and 12 wk after delivery of the treatment. Scientists performing and analyzing behavioral data were blinded during the study. To analyze spontaneous rotations during the dark phase of the light cycle, mice were individually placed into a glass cylinder (10 cm diameter, 14 cm height), and after 1 min of habituation mouse behavior was recorded from the bottom using a digital camera. For assessment of spontaneous rotations after treatment, animals were first habituated to the experimental environment on three separate days. Full body ipsi- and contralateral turns (360°) were counted for 10 min. A frame-by-frame video player (VLC media player) was used for scoring. Data are expressed as a percentage of ipsilateral rotations from total rotations.

To assess forelimb akinesia during the light phase of the light cycle, we quantified left and right forelimb usage in the stepping test (Blume et al., 2009; Olsson et al., 1995). First, the animal was allowed to settle at one edge of the table (~2 s) with all limbs on the table. Next, the experimenter lifted the hind legs of the mouse by pulling up the tail, leaving only the forepaws touching the table. Animals were pulled backward by the tail at a steady pace of approximately 1 m in 3–4 s for a total distance of 1 m. Two trials of three consecutive repetitions were performed per animal with at least a 10 mi break between the two trials. Behavior was recorded from the side using a digital camera and the number of adjusting steps from both forepaws was counted. Data are represented as a percentage of ipsilateral steps from total steps.

For assessing drug-induced rotations, D-amphetamine (5 mg/kg bodyweight; Sigma-Aldrich) or apomorphine (0.5 mg/kg bodyweight; Sigma-Aldrich) was administered to mice via intraperitoneal injections. Following the injection, mice were placed in a recovery cage for 10 min. Afterward, mice were placed in a cylinder (10 cm diameter, 15 cm height) and habituated for 1 min. Rotations induced by D-amphetamine or apomorphine were recorded from the bottom for 10 min using a digital camera and only fully-body turns (360°) were counted as previously described. Data are expressed as a percentage of ipsilateral or contralateral rotations from total rotations.

### Trans-cardiac perfusion, brain isolation, and dissection of brain regions

Sodium pentobarbital (Kantonsapotheke Zürich) was injected via intraperitoneal injection at a dose of 100 mg/kg. Complete anesthesia was confirmed by the absence of a toe pinch reflex. Mice were placed on a perfusion stage inside a collection pan and the peritoneal cavity was exposed. The diaphragm was cut through laterally and the rib cage was cut parallel to the lungs, creating a chest ‘flap.’ The flap was clamped in place using a hemostat (Fine Science Tools) and a 25 G needle (Sterican), attached to silicon tubing and a peristaltic pump, was inserted into the left ventricle. The right atrium was cut for drainage. Animals were first perfused with ice-cold PBS (Thermo Fisher Scientific) at a rate of 10 mL/min, followed by perfusion with ice-cold fixative at the same rate (4% paraformaldehyde, PFA, Sigma-Aldrich). Once the perfusion was complete, mice were decapitated and the skull was removed with scissors and tweezers without inflicting damage to the underlying tissue. The brain was removed using a spatula.

For histology, PFA-perfused brains were post-fixated in 4% PFA for 4 hr, followed by overnight incubation in 30% sucrose. For neurotransmitter quantifications, brains were isolated, rinsed in PBS, and cut into 1 mm slices using an acrylic mouse brain matrix (AgnThos) and razor blades. The striatum was isolated under a stereomicroscope using the mouse brain atlas (Paxinos and Franklin, 2001). For amplicon sequencing, regions of interest (striatum or SNc) were manually dissected from 40 μm-thick coronal sections under a stereomicroscope using the mouse brain atlas (Paxinos and Franklin, 2001).

### Immunohistochemistry

Fresh or snap-frozen PFA-fixed brain tissues of C57BL/6 J mice were cut into 40μm-thick sections using a microtome. Sections were blocked in PBS supplemented with 5% normal donkey serum (cat. no. ab7475, abcam) and 0.3% Triton X-100 (Sigma-Aldrich) for 1 hr. Brain sections were incubated with primary antibodies overnight at 4 °C (rabbit-NEUN, 1:1’000, abcam 177487; mouse-TH; 1:1’000, Immunostar 22941; chicken-GFAP, 1:1’500, abcam ab95231; rat-BrdU, 1:400, Oxford Biotech OBT0030). Donkey anti-rabbit-488 (1:1’000), donkey anti-mouse-594 (1:500), donkey anti-chicken-647 (1:500), and donkey anti-rat-647 (1:500; all from Jackson ImmunoResearch) were used as secondary antibodies and sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich). Mounting was performed using Prolong Gold Antifade Mountant (Thermo Fisher Scientific). Images were taken with a Zeiss LSM 900 or a Zeiss AxioScan.Z1 slide scanner and analyzed with Fiji (Schindelin et al., 2012) or cell profiler (Stirling et al., 2021). The numerical density of cells was estimated using optical dissection (NvVref method). Density of striatal fibres in the lesioned hemisphere was quantified as relative fluorescence intensity (FI) compared to the intact hemisphere. Additionally, the FI of the TH staining detected in the corpus callosum of each hemisphere was used for background correction of the FI detected in the striatum of the same hemisphere. Antibodies are listed in Supplementary file 4.

### Iterative immunofluorescence imaging (4i) and image analysis

Frozen PFA-fixed brain tissues of C57BL/6 J mice were cut into 40μm-thick sections using a microtome. Before mounting the sections, glass-bottomed 24-well plates (Cellvis P24-1.5H-N) were coated with poly-D-lysine (0.1 mg/mL, Sigma-Aldrich) for 5 min at RT on a shaker. Afterward, wells were rinsed three times with deionized water and left to dry overnight. Tissue sections were washed three times in PBS and transferred into the coated wells containing 500 µL of PBS, which was carefully aspirated with a glass pipette to allow the sections to adhere flat to the bottom. Sections were left to dry until there was no visible liquid remaining around the edges of the sections. Next, tissue sections were rinsed with PBS (3×5 min), followed by 1 hr incubation in blocking solution (PBS supplemented with 3% donkey serum, 0.5% Triton X-100, and 0.025% PFA) at RT. Sections were then incubated in primary antibodies (list in Supplementary file 4), diluted in blocking solution, for three nights at 4 °C. Next, sections were washed in PBS (3×5 min), rinsed in blocking solution for 5 min, followed by incubation with secondary antibodies and DAPI (1:1000; stock 1 mg/mL) for 2 hr at RT. All the following steps were performed under low light conditions to reduce possible fluorophore crosslinking. Last, sections were washed in PBS (3×5 min), and imaging buffer (PBS supplemented with N-Acetyl-cysteine at 0.7 M final concentration, pH 7.4) was added at least 5 min prior to imaging to guarantee penetrance of tissue sections. Once the imaging cycle had finished, sections were rinsed three times with dH_2_0 and incubated in equal amounts of dH_2_0 and elution buffer (3×5 min; 0.5 M L-glycine, 3 M urea, 3 M guanidine hydrochloride, 0.07 M TCEP-HCl; pH 2.5). Successful elution of each antibody was visually confirmed using a fluorescence microscope. After elution, tissue sections were washed three times in PBS (5 min) and then another 4i round was started. A total of four imaging cycles were performed.

All 4i z-stacks (image intervals of 0.5 µm) were collected on an ImageXpress Confocal HT confocal laser-scanning microscope with a 20 x water objective (NA 0.95) using bi-directional scanning. Samples of the same imaging cycle were labeled with the same antibodies and images were collected with identical microscopy settings for laser power, gain, digital offset, pinhole diameter, and z-step. Images from tile scans were exported using MetaXpress and analyzed using Fiji (Schindelin et al., 2012). DAPI intensity patterns were used to align image tiles from different staining cycles.

### *In vivo* BrdU proliferation assay

Five days after delivery of the treatment, bromodeoxyuridine was administered to mice at a concentration of 0.8 mg/mL via drinking water. Frozen PFA-fixed brain tissues of BrdU-treated mice were cut into 40 μm-thick sections using a microtome. Sections were washed 2×15 min and 1×5 min in PBS, followed by a 10 min incubation in 1 M HCl on ice, and a 25 min incubation in 2 M HCl at 37 °C. Next, tissues were rinsed in 0.1 M borate buffer (Sigma-Aldrich) for 10 min on a shaker at RT. After the tissues were rinsed in PBS for 6×10 min, brain tissues were stained as described in the section ‘Immunohistochemistry’.

### Neurotransmitter purification and UHPLC-ECD quantifications

Snap-frozen fresh striata of lesioned or unlesioned hemispheres were used for the purification of neurotransmitters. All materials were kept cold on dry ice during the whole purification procedure and samples were kept under low light conditions on ice. Tissue samples were powderized with two pulses (at maximum intensity) using a CryoPrepTM system (Covaris). Equal amounts of powder were transferred to a pre-cooled 2 mL tube. For homogenization of the tissue powder, a metal ball (Qiagen) and 1 mL homogenization buffer (100 mM Tris-HCl, 2 mM EDTA, pH 7.6 supplemented with protease inhibitor tablet) were added to each tube and samples were homogenized for 2×90 s at 20 Hz using a TissueLyser II (Qiagen). Next, samples were centrifuged for 20 min at maximum speed and 4 °C. Lysates were next transferred to fresh pre-cooled tubes and 1 M HCl was added to a final concentration of 10% (v/v). Subsequently, lysates were filtered using an Amicon Ultra 0.5 (Sigma-Aldrich) and a table top centrifuge (30 min at 4 °C and maximum speed). 20 µL of the filtered sample was used for quantification of total protein amounts. Protein concentrations were determined using the ABBOT Alinity C System (Abbot, Abbotpark, Illinois, USA, kit-no. 7P5920). 20 µL of the filtered sample was used in parallel for quantification of neurotransmitter levels by UHPLC-ECD. Brain monoamine neurotransmitter metabolites were analyzed in the filtered lysate using a modified Thermo Fisher UltiMate 3000 High Sensitivity HPLC Electrochemical System (Thermo Fisher Scientific, Waltham, Massachusetts, USA). Injection volume of each sample was 20 µL and separation of the compounds was achieved using a YMC-Hydrosphere UHPLC column (C18 12 nm, S-2.0 µm, 150×30 mm, YMC Inc, Wilmington, NC, USA). As a mobile phase, a 56.7 mM sodium phosphate buffer, containing 5 mM octanesulphonic acid, 50 µM EDTA, 0.28% phosphoric acid (85%), and 23% methanol (pH 2.9–3.1, adjusted with concentrated 10 M NaOH), was used with an isocratic flow rate of 410 µL/min. The column was maintained at 27 °C by a surrounding TCC-3000SD column-thermostat. The analytical cell (Coulometric Cell Model 6011RS, Thermo Fisher Scientific) within the electrochemical detector ECD-3000RS (Thermo Fisher Scientific) was adjusted to a 10 mV potential and 100µA gain range for the upstream electrode, plus 400 mV potential, plus 500nA gain range for the downstream electrode with a response time of 1 s. Data was analyzed using the Chromeleon Chromatography Data System (CDS) Software 7.1.9 (Thermo Fisher) and corrected for the protein concentrations of the respective homogenates. All measurements were performed at the clinical chemistry unit of the Kinderspital Zürich.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 10.2.0 for macOS. If not stated otherwise, data are represented as biological replicates and are depicted as means ± standard deviation (s.d.). The sample size was approximated based on so-called Fermi methods and experience from previous base editing studies during experimental design. Sample sizes and the statistical analyses performed are described in the respective figure legends. Data were tested for normality using the Shapiro-Wilk test if not stated otherwise. For all analyses, a p-value of p<0.05 was considered statistically significant. A detailed statistical report is provided as Supplementary file 7.

## Data Availability

All data associated with this study are present in the paper. Illumina sequencing data is available under accession number GSE237570 at the Gene Expression Omnibus (GEO) data repository and BioProject number PRJNA1155634 at the NCBI Sequence Read Archive. The following datasets were generated: BöckD WilhemM PatriarchiT SchwankG 2024Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson's diseaseNCBI Gene Expression OmnibusGSE23757010.7554/eLife.97180PMC1166624239714464 BöckD WilhemM PatriarchiT SchwankG 2024Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson's diseaseNCBI Sequence Read ArchivePRJNA115563410.7554/eLife.97180PMC1166624239714464

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 1.

Supplementary File 1

| oligo name | sgRNA_ID | sequence (5’ 🡪 3’) |
| --- | --- | --- |
| sgRNA01_PTBP1_fwd | sgRNA-01 | CACCGACTTACCCGTCCATGGCACA |
| sgRNA01_PTBP1_rev |  | AAACTGTGCCATGGACGGGTAAGTC |
| sgRNA02_PTBP1_fwd | sgRNA-02 | CACCGCTTACCTGCTGAGGCAGAGC |
| sgRNA02_PTBP1_rev |  | AAACGCTCTGCCTCAGCAGGTAAGC |
| sgRNA03_PTBP1_fwd | sgRNA-03 | CACCGTTCTCAGCGGGGATCCGACG |
| sgRNA03_PTBP1_rev |  | AAACCGTCGGATCCCCGCTGAGAAC |
| sgRNA04_PTBP1_fwd | sgRNA-04 | CACCGACTCACCAGCTTGGCATGCT |
| sgRNA04_PTBP1_rev |  | AAACAGCATGCCAAGCTGGTGAGTC |
| sgRNA05_PTBP1_fwd | sgRNA-05 | CACCGCCCACAGTCCCTGGATGGCC |
| sgRNA05_PTBP1_rev |  | AAACGGCCATCCAGGGACTGTGGGC |
| sgRNA06_PTBP1_fwd | sgRNA-06 | CACCGCTTACCAAAGGCTGCTGCCA |
| sgRNA06_PTBP1_rev |  | AAACTGGCAGCAGCCTTTGGTAAGC |
| sgRNA07_PTBP1_fwd | sgRNA-07 | CACCGAATACCTGCGGCCTGAGGGA |
| sgRNA07_PTBP1_rev |  | AAACTCCCTCAGGCCGCAGGTATTC |
| sgRNA08_PTBP1_fwd | sgRNA-08 | CACCGACATACCTCAGGGTTCAGAT |
| sgRNA08_PTBP1_rev |  | AAACATCTGAACCCTGAGGTATGTC |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 2.

Supplementary File 2

| oligo name | sequence (5’ 🡪 3’) |
| --- | --- |
| pGfap-AAV-fwd | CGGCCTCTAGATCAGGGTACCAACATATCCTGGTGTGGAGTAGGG |
| pGfap-AAV-rev | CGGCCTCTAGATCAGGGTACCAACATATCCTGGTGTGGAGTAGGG |
| phsyn-AAV-fwd | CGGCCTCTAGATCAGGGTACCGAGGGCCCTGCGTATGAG |
| phsyn-AAV-rev | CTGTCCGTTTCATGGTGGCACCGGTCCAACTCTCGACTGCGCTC |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 3.

Supplementary File 3

| oligo name | sequence (5’ 🡪 3’) |
| --- | --- |
| Gapdh-RTqPCR_fwd | CATCACTGCCACCCAGAAGACTG |
| Gapdh-RTqPCR_rev | ATGCCAGTGAGCTTCCCGTTCAG |
| Ptbp1-RTqPCR_fwd | CACCGCTTCAAGAAACCAGGCT |
| Ptbp1-RTqPCR_rev | GTTGCTGGAGAAGAGGCTCTTG |
| Ptbp2-RTqPCR_fwd | CCTGTAACACTTGATGTCCTTCAC |
| Ptbp2-RTqPCR_rev | CACCATACTGGAGCAAAGCCTG |
| Ptbp3-RTqPCR_fwd | CTCGCTGGTTTCCCGGAG |
| Ptbp3-RTqPCR_rev | TCCCCGCTTTAAACCGACTG |
| Kcnq2-RTqPCR_fwd | GTCTTCTCCTGCCTTGTGCT |
| Kcnq2-RTqPCR_rev | GCAGCCCAGATCCTCACAAA |
| pGfap-AAV-fwd | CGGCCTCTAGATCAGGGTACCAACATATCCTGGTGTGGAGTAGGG |
| pGfap-AAV-rev | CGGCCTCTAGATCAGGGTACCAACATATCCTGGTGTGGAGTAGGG |
| phsyn-AAV-fwd | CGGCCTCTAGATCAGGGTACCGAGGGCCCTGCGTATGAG |
| phsyn-AAV-rev | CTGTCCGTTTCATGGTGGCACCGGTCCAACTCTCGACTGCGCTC |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 4.

Supplementary File 4

| antibody | clone | host species | dilution | application |
| --- | --- | --- | --- | --- |
| NEUN | EPR12763 | rabbit | 1:1’000 | histology, primary |
| GFAP | ab95231 | chicken | 1:1’500 | histology, primary |
| TH | na | mouse | 1:1’000 | histology&4i, primary |
| TH | ab76442 | chicken | 1:500 | histology, primary |
| *Sp*Cas9 | 7A9-3A3 | mouse | 1:50 | histology, primary |
| BrdU | BU1/75 (ICR1) | rat | 1:400 | histology, primary |
| DCX | sc-8066 | goat | 1:300 | 4i, primary |
| Nestin | EPR22023 | rabbit | 1:100 | 4i, primary |
| Sox2 | 14-9811-82 | rat | 1:300 | 4i, primary |
| DAT | ab184451 | rabbit | 1:300 | 4i, primary |
| CTIP2 | 25B6 | rat | 1:500 | 4i, primary |
| PV | EPR13091 | goat | 1:100 | 4i, primary |
| SST | G10 | mouse | 1:250 | 4i, primary |
| CALB2 | 6B3 | mouse | 1:250 | 4i, primary |
| anti-rabbit AF488 | JIR-711-545-152 | donkey | 1:1’000 | histology, secondary |
| anti-rabbit Cy3 | JIR-711-165-152 | donkey | 1:500 | histology, secondary |
| anti-chicken Cy5 | JIR-703-175-155 | donkey | 1:500 | histology, secondary |
| anti-mouse Cy3 | JIR-715-165-151 | donkey | 1:500 | histology, secondary |
| anti-goat AF488 | JIR-705-545-003 | donkey | 1:1’000 | histology, secondary |
| anti-goat Cy5 | JIR-705-175-147 | donkey | 1:5000 | histology, secondary |
| anti-rat Cy5 | JIR-712-175-153 | donkey | 1:500 | histology, secondary |
| PTBP1 | EPR9048B | rabbit | 1:10’000 | Western blot, primary |
| ACTB | ab8226 | mouse | 1:2’000 | Western blot, primary |
| IRDye® 680RD anti-rabbit IgG | 926-68073 | donkey | 1:20’000 | Western blot, secondary |
| IRDye® 800CW anti-mouse IgG | 926-32212 | donkey | 1:20’000 | Western blot, secondary |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 5.

Supplementary File 5

| oligo name | sequence (5’ 🡪 3’) |
| --- | --- |
| PTBP1.ex1-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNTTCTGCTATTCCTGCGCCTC |
| PTBP1.ex1-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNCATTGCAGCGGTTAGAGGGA |
| PTBP1.ex3-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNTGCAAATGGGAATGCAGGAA |
| PTBP1.ex3-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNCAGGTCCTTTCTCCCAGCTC |
| PTBP1.ex7.1-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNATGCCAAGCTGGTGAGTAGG |
| PTBP1.ex7.1-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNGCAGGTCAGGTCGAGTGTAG |
| PTBP1.ex7.2-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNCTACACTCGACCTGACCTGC |
| PTBP1.ex7.2-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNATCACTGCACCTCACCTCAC |
| PTBP1.ex8-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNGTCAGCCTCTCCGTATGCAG |
| PTBP1.ex8-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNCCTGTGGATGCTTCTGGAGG |
| PTBP1.ex9-HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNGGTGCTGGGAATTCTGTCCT |
| PTBP1.ex9-HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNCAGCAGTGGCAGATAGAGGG |
| Mypn1_HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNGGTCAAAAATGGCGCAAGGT |
| Mypn1_HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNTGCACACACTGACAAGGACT |
| Ank1_HTS_fwd | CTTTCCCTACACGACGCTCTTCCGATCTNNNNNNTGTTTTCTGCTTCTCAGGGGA |
| Ank1_HTS_rev | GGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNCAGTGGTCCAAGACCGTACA |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** Supplementary file 6.

Supplementary File 6

| amplicon name | amplicon sequence (5’🡪 3’) |
| --- | --- |
| PTBP1.ex1 | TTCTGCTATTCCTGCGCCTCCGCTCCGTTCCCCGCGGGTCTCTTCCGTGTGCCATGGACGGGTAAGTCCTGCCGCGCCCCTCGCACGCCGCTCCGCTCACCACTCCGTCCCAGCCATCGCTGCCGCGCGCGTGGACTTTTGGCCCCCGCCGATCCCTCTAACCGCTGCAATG |
| PTBP1.ex3 | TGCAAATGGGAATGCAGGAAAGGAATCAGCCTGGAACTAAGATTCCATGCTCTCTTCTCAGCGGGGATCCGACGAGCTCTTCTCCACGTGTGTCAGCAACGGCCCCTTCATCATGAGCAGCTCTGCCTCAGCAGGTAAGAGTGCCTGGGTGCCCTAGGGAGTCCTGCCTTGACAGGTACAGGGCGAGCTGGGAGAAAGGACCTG |
| PTBP1.ex7.1 | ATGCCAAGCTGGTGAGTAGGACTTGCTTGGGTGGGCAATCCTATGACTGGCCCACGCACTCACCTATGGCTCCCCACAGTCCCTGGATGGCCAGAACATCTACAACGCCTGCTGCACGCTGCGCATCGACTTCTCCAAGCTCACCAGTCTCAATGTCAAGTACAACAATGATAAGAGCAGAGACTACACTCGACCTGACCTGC |
| PTBP1.ex7.2 | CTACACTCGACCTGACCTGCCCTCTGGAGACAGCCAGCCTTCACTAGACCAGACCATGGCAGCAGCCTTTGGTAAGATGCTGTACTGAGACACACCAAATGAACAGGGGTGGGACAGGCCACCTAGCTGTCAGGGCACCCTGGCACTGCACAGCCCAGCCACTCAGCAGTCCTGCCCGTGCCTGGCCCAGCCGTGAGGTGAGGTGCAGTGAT |
| PTBP1.ex8 | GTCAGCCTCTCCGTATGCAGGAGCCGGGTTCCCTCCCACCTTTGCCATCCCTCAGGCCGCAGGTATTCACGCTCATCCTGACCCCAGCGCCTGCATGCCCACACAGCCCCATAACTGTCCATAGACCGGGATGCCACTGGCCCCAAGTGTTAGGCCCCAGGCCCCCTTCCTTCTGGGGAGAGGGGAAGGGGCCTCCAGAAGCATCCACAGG |
| PTBP1.ex9 | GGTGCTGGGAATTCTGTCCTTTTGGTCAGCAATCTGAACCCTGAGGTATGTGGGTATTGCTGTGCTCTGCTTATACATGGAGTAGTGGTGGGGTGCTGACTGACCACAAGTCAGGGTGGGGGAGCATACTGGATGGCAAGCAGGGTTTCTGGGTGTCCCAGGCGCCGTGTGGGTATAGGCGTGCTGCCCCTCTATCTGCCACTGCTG |
| Mypn-OT1 | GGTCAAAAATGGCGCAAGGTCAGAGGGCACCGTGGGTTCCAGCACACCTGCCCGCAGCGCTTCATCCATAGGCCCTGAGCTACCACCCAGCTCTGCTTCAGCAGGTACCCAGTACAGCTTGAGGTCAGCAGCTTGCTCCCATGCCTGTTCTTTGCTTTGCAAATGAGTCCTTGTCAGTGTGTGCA |
| Ank1-OT2 | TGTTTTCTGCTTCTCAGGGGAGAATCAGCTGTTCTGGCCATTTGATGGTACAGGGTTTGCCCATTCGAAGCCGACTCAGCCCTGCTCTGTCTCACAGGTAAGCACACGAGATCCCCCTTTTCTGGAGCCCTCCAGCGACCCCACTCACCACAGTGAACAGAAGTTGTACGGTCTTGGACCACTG |

# Supplementary material for: Base editing of Ptbp1 in neurons alleviates symptoms in a mouse model of Parkinson’s disease
**Source:** eLife. 2024 Dec 23;13:RP97180. doi: 10.7554/eLife.97180
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | n/a |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods section, “Immunohistochemistry”; supplementary file 4 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary files 1-3 and 5-6 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods section, “Cell culture transfection and genomic DNA preparation” |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | n/a |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods section, “Animal ethics statement and animal studies” and “Stereotactic injections in mice” |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | n/a |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | n/a |
| Microbes: provide species and strain, unique accession number if available, and source. | Materials and methods section, “Generation of plasmids” |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | n/a |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | n/a |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | n/a |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Materials and methods section, “Statistical analysis” |  |
| Randomisation | not done |  |
| Blinding | Materials and methods section, “Behavioral assays” |  |
| Inclusion/exclusion criteria | Materials and methods section, “Animal ethics statement and animal studies” |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends and materials and methods section |  |
| Define whether data describe technical or biological replicates. | Figure legends and materials and methods section |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | n/a |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods section “Animal ethics statement and animal studies” |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | n/a |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | n/a |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Materials and methods, section “Animal studies” |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legends and materials and methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Section “Data availabilty” |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Section “Data availabilty” |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | n/a |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | n/a |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | n/a |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and methods, section “HTS data analysis” |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | n/a |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

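The re-analysis covers deep sequencing of *Ptbp1* splice sites in the mouse hepatoma line Hepa1-6, transfected with 1 of 7 sgRNAs together with 1 of 4 adenine base editors (*Sp*Cas-ABEmax, *Sp*Cas-ABE8e, *Sp*G-ABEmax and *Sp*G-ABE8e) or with the sgRNA alone, and collected after 5 d. It uses 80 samples in 27 groups, of which 20 groups with 60 samples received an editor and 7 groups with 20 samples are controls. All groups have 3 samples except the control of the exon 7 donor, which has 2 here. Samples of *Sp*Cas-NG-ABE, of the other cell lines and of the mouse tissues were not analysed here. The comparisons and the alternatives were chosen before the data were examined, except those named below as chosen later.

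The authors amplified the target sites by PCR, sequenced them on an Illumina MiSeq and aligned the reads to the amplicon references with CRISPResso2, whose version and parameters the paper's text does not name. For each allele the authors deposited a count of reads without normalization, in a table restricted to a window of 40 bases that holds the protospacer of 20 bases and 10 bases on each side. The authors also deposited the percent of reads of each allele, which is the count divided by the sum of counts in the table of that sample. The deposited tables further give the numbers of inserted, deleted and substituted bases of each allele. The number of substituted bases exceeded the changes seen in the window in 5.19% to 27.1% of reads per sample, with 1 exception. In *Sp*Cas-ABE8e replicate 1 at the exon 7 donor it did so in 0% of reads and was lower in 282 reads. The deposited numbers are therefore not limited to the window, and that sample is counted on another basis. The table of *Sp*Cas-ABE8e replicate 1 at the exon 7 donor differs in format from the other tables, with fewer decimals and no repeated aligned sequence.

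Windows were matched to the mouse genome build GRCm39 with the GENCODE M39 annotation. The paper names no genome build for these amplicons, so coordinates come from the match of sequences alone. Each sample was assigned to its site by the reference sequence of its table. The samples labelled with sgRNA 2 cover the exon 3 acceptor and those labelled with sgRNA 3 the exon 3 donor, which reverses the numbers in Supplementary file 1. The comparison planned for the group that the paper names as highest was therefore run on the samples labelled with sgRNA 3. The samples labelled with sgRNA 9 cover the exon 9 donor.

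Editing is the percentage of all reads of a table with guanine at the splice-site adenine on the sgRNA strand. Indels are the percentage of reads with an inserted or deleted base in the window. Bystander editing is the percentage of reads with guanine at any other adenine of the protospacer, and cytosine changes are the percentage with any cytosine of the protospacer read as another base. The predicted cleavage site lies 3 bases from the PAM. No reads, alleles or samples were filtered out in the values reported at the claims. Calculations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The calculations were tested on 70 simulated tables of 5000 reads, for which all simulated rates were recovered. The permutation test within strata was run on simulated sets of 7 strata, each 3 samples against 3, with normal values of equal spread. On 400 simulated sets without a difference, 3.75% gave a permutation p below 0.05, and on 400 sets with a shift of 2 SD, 100% did. The unequal group sizes and spreads of the comparisons with controls were not simulated.

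The tables hold between 399 and 18227 reads per sample, with a median of 3799.5. Shares of single samples are given with Wilson 95% intervals, and a count of 0 is read as allowing up to 3 reads. These intervals cover counting error only.

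Samples were grouped by sgRNA, Cas9 variant and deaminase from the labels. At exon 1 and the acceptors of exons 3 and 7, the labels give ABE without a version beside ABE8e. This was read as ABEmax, the name that the paper's figure and the sample titles of the other sites use. The sample was the unit of every comparison of groups except that of donors against acceptors, where the site was. Fisher's exact tests within and between single samples and the chi-square test of replicates take the read as the unit, and so cover counting error only. Edited samples were compared with controls by permuting labels within sgRNAs, ABE8e with ABEmax within sgRNA and Cas9 variant, and *Sp*Cas with *Sp*G within sgRNA and deaminase, each two-sided with 100000 resamples, for which the smallest possible p is 1e-05. Single groups were compared by exact permutation tests whose two-sided p doubles the smaller tail, for which 3 samples against 3 allow no p below 0.1 and 3 against 2 none below 0.2. Benjamini-Hochberg adjustment was applied within each family of tests. Donor and acceptor sites were compared over the 35 arrangements of 7 sites into the classes of Figure 1—figure supplement 1, with the same doubling, and the gain from ABE8e between Cas9 variants over 400 arrangements by the size of the difference, as in the resampled tests. The threshold was 0.05.

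*Ptbp1* is the only gene named. The rule for naming, set with the comparisons, covers the 7 splice sites, the groups that the paper names, and any other adenine at which the mean of an edited group exceeds the highest control sample by more than 1 percentage point. Changes outside that rule are marked where they are given as chosen after their values were seen.

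The alternatives were the deposited percent in place of counts, reads without indels only, any change at either base of the splice dinucleotide, A-to-G at any adenine, alleles with at least 0.2% of a sample's reads, samples with at least 1000 reads, each replicate number left out in turn, reads pooled over replicates, subtraction of the mean of the controls, a logit scale with shares bounded at 0.01% and 99.99%, exchange of labels only between samples with the same replicate number, classes of sites by sequence, and all sites but exon 1. For indels they were deletions only, indels of more than 1 base and indels at the predicted cleavage site. For other changes they were adenines at positions 3 to 9 only and C-to-T only. Indels counted from the deposited numbers of inserted and deleted bases, replicates merged as described next and, for donors against acceptors, a p from the size of the difference in place of the doubled tail were chosen after values had been seen.

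Replicates of the same group were compared with each other by their allele counts (chi-square over alleles with at least 20 reads). Of 79 pairs, 0 were identical and 43 had p below 0.05, while 22 pairs of edited samples and 14 of controls differed by no more than the sampling noise, and in 15 groups both kinds of pair occurred. Rare alleles of at most 5 reads were shared at a median of 31.5% in the pairs within sampling noise, 30.4% in the other pairs of the same condition and 22.2% in 366 pairs of different conditions at the same site. All samples were kept as separate replicates, and as an alternative the most similar pair within sampling noise in each of the 15 groups was counted as 1 sample.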

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

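All tests in this part, those of differences between groups included, were chosen only after the result was seen, except a first test of counting error at exon 1, which was set before its result and replaced after it. Positions are counted from 1 at the protospacer's 5′ end. Groups of 3 samples or fewer were not tested for single outlying samples.

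At exon 1, the means of several adenines outside the target moved in opposite directions from ABEmax to ABE8e with the 2 Cas9 variants, a difference between groups. The gain from ABE8e with *Sp*Cas minus the gain with *Sp*G was -1.73 percentage points for A1G (two-sided exact permutation p = 0.01 over 400 arrangements), -2.75 for A13G (exact permutation p = 0.005, the smallest possible) and -0.706 for A18G (exact permutation p = 0.01). All 12 adenines outside the target at the 3 sites with both Cas9 variants were tested this way, of which 4 had p below 0.05 before adjustment and these 3 after it (adjusted p 0.04 each). A18G lies outside the rule for naming and was chosen after its values were seen. The test compares with no deaminase effect under either Cas9 variant. A large effect with 1 variant can therefore give a small p, and opposite directions as such were not tested. Samples with ABE8e and ABEmax were separated in both directions for A13G only. They overlapped for A1G with *Sp*G (ABEmax up to 0.123%, ABE8e from 0.100%) and for A18G with *Sp*Cas (ABEmax from 0.253%, ABE8e up to 0.266%). The means behind the differences are small: A1G was found in 1.83 ± 0.477% of reads (s.d., n = 3) with *Sp*Cas-ABEmax and 0.271% with *Sp*Cas-ABE8e, and A13G in 1.34% and 0.0779% with these and in 0.0893% with *Sp*G-ABEmax and 1.58 ± 0.305% with *Sp*G-ABE8e. In the same samples, the share of target-edited reads with no other change in the protospacer was 87.3% with *Sp*Cas-ABEmax and 98.0% with *Sp*Cas-ABE8e, but 99.3% with *Sp*G-ABEmax and 92.2% with *Sp*G-ABE8e, a difference between the effects of ABE8e of 17.7 percentage points (exact permutation p = 0.005, adjusted p 0.015 over 3 sites). The same difference was 6.37 at the exon 7 donor (exact permutation p = 0.595) and -15.3 at exon 8 (exact permutation p = 0.105).

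Exchanged labels of *Sp*Cas-ABEmax and *Sp*Cas-ABE8e at exon 1 are argued against by target editing. It was 10.6 percentage points higher with *Sp*Cas-ABE8e as labelled in the study, the direction of the other sites with *Sp*Cas. Target-edited reads with no other change would go with an exchange. Their share rose with *Sp*Cas-ABE8e at exon 1, but fell from 72.4% to 4.01% at the exon 7 donor and from 93.8% to 71.3% at exon 8. Reads with C-to-T fell with *Sp*Cas-ABE8e at exon 1 (0.778% to 0.147%) and the exon 7 donor (0.263% to 0.203%), but rose at exon 8 (0.264% to 1.63%). An exchange is therefore not excluded. Reads of the *Sp*G-ABE8e samples mixed into the *Sp*Cas-ABEmax samples would carry A1G at no more than its share in the former, but the lowest *Sp*Cas-ABEmax sample had 1.35% and the highest *Sp*G-ABE8e sample 0.481%. Counting error was first tested by Wilson intervals, where the lowest bound of a *Sp*Cas-ABEmax sample (0.833%) and the highest bound of a *Sp*Cas-ABE8e sample (0.837%) just overlapped. A replacement chosen after that, Fisher's exact test for A1G in each of the 9 pairs of such samples, gave a largest p of 0.00592, which argues against counting error in the sense of independent reads. Drift from amplification of few molecules, if each sample had its own PCR, would scatter between samples of a group. The permutation test with the sample as the unit allows for such scatter. The same test picked out these 3 adenines (adjusted p 0.04 each), so it is no separate test of drift. Drift in a PCR shared by the samples of a group was not tested and stays open, at the site with the lowest median depth of the 7 (1579 reads). A biological difference, a changed editing window in one of the fusions of deaminase and Cas9, may also lie behind the pattern and was not tested beyond these values.

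Indels responded to ABE8e in opposite directions at different sites. At the exon 7 acceptor all *Sp*G-ABE8e samples had more indels than all *Sp*G-ABEmax samples, while at the exon 3 acceptor, the exon 3 donor and, with *Sp*Cas, the exon 7 donor all ABE8e samples had fewer. The effect of ABE8e at the exon 7 acceptor exceeded the effects at these sites by 0.523, 0.785 and 0.855 percentage points (each exact permutation p = 0.005, the smallest possible). These pairs were first looked at alone. Over all 45 pairs of the 10 combinations of site and Cas9 variant, 8 had p below 0.05 before adjustment and 0 after it (smallest adjusted p 0.075), so the differences do not pass the correction. A candidate explanation is that *Sp*G-ABEmax was hardly active at the exon 7 acceptor, where its mean indel rate was 0.000341 percentage points above that of the controls and its editing rate was the lowest of all edited groups. Counted from the deposited numbers of inserted and deleted bases, its indel rate differed from the controls by -0.0540 percentage points (exact permutation p = 0.3). The rise with ABE8e there would then reflect the presence of activity. Depth was not tested as an explanation, and no other biological explanation was tested.

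Guanine at adenines outside the target is a signal in positions for which the paper's text gives no value in Hepa cells. The largest mean for each adenine within the rule for naming was 82.2% for A7G, 4.20% for A8G and 3.00% for A9G at the exon 7 donor with *Sp*Cas-ABE8e, 25.4% for A3G and 4.95% for A10G at the exon 9 donor with *Sp*G-ABE8e, 20.5% for A2G and 2.30% for A1G at the exon 8 donor with *Sp*Cas-ABE8e, 14.0% for A4G at the exon 7 acceptor and 1.12% for A12G at the exon 3 donor with *Sp*G-ABE8e, and at exon 1 1.83% for A1G with *Sp*Cas-ABEmax and 1.58% for A13G with *Sp*G-ABE8e. Sequencing errors or a variant of the cell line at these adenines would also appear in the controls. There the highest share in any sample was 0.0760%, against at least 1.12% in the means above, which argues against both. Editing of these adenines by the deaminase is the explanation that the design names, and it stays a hypothesis since it was examined on the same data. At exon 8, and in part at the exon 7 donor, the controls have another sequencing background than the edited samples, which leaves the comparison with controls less direct there, although the means of A7G and A2G differ between editors as well.

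At the exon 8 donor, C6T was found in 1.16 ± 0.136% of reads with *Sp*Cas-ABE8e (s.d., n = 3), 0.720% with *Sp*G-ABE8e and at most 0.0708% in a control, a signal in changes that the paper does not analyse. Sequencing errors of the batch that the edited samples share would raise it alike with ABEmax, but the highest ABEmax sample had 0.215% and the lowest ABE8e sample 0.609%. C-to-T editing by ABE8e may lie behind this change, as a hypothesis found and examined on the same 15 samples of the site.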

How the results depend on the processing

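The indel count from the deposited numbers of inserted and deleted bases, the merging of similar replicates and the p from the size of the difference were chosen only after values had been seen; the other alternatives were set in advance. Over 13 tests, 146 values were computed under alternatives, of which 137 kept direction and side of the threshold, 6 fell short of it in the same direction, 1 passed it and 2 turned direction. With the smaller tail doubled, the tests of donors against acceptors and of single groups of 3 cannot pass the threshold, so their stability concerns direction only.

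Editing above control stayed between 46.3 and 48.4 percentage points, the gain from ABE8e between 21.2 and 26.4 and the gain of *Sp*Cas over *Sp*G between 17.6 and 19.8 on the percent scale, all past the threshold, as both gains were on the logit scale. Mean editing stayed within 1 s.d. at the exon 3 donor with *Sp*G-ABE8e (92.3% to 93.3%) and at the exon 7 donor with *Sp*Cas-ABE8e (82.7% to 89.2%) in every alternative. The difference between donors and acceptors kept its direction in all of them, and without exon 1 was 52.2 percentage points for *Sp*G-ABE8e and 47.9 for *Sp*G-ABEmax (exact permutation p = 0.133 each). With the classes of the figure and p from the size of the difference, the 52.3 percentage points for *Sp*G-ABE8e passed the threshold (exact permutation p = 0.0286), since no arrangement in the other direction is as large, and the 43.6 for *Sp*G-ABEmax did not (exact permutation p = 0.0571). With classes by sequence both gave 0.0952.

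The difference between the exon 7 and exon 8 donors with *Sp*Cas-ABE8e ranged from -6.04 to 0.00905 percentage points across the 3 fits that each left out one replicate. It turned direction without replicate 1, in which editing at exon 7 was lowest; the cause was not tested. The exon 3 donor with *Sp*G-ABE8e stayed 3.08 to 4.72 percentage points above the next highest group in such fits. Cytosine changes turned from -0.0959 to 0.147 percentage points (permutation p = 0.0238) with C-to-T only, since C-to-A changes in controls at exon 8 and the exon 7 donor no longer count.

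Indels above control were 0.0443 percentage points and short of the threshold with alleles of at least 0.2% of reads (permutation p = 0.105), a setting that leaves out rare alleles. With the deposited numbers of inserted and deleted bases they were 0.447 percentage points, and 15 in place of 18 of the 20 groups were fully above their controls. The deposited numbers can include changes that the window does not show. *Sp*Cas-ABE8e replicate 1 at the exon 7 donor is counted on another basis, with 0.680% by these numbers and 0.697% in the window. Fewer indels with ABE8e than with ABEmax was the least stable test. It fell short of the threshold at -0.125 percentage points with the deposited numbers of inserted and deleted bases (permutation p = 0.0518, chosen after values had been seen) and at -0.0427 on the logit scale (permutation p = 0.782), and ranged from -0.183 to -0.0719 across the 3 fits that each left out one replicate, with permutation p = 0.307 without replicate 1 and 0.0673 without replicate 3. For these changes the cause was not tested.

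Exchanging labels only between samples of the same replicate number (replicate block) gave editing 46.3 and indels 0.454 percentage points above control, bystander editing 9.81 (permutation p = 0.00155), and for ABE8e against ABEmax an indel difference of -0.132 that fell short of the threshold (permutation p = 0.0503). The cause was not tested. Deviations of samples with the same number were correlated above 0.1 in 4 of 10 strata and below -0.1 in 6, from -0.930 to 0.967 with a median of -0.175. Each correlation rests on 3 pairs, too few to decide whether the numbers pair the samples. At the exon 3 acceptor the study gives conflicting replicate numbers for the edited samples, and those of the sample titles were used. Merging similar replicates changed no direction or side of the threshold in the tests among 36 results computed.

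Among group means, 21 of the editing values under alternatives moved by more than 1 s.d. and 296 did not, the former mostly in controls, and 82 indel values moved while 161 did not. At 399 to 18227 reads per sample, single samples allow shares of up to 0.0165% to 0.752% where no read was found, which limits statements on indels in controls.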

Differences from the paper's values

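No test in this part was chosen after its result; the only alternative added after values had been seen is the indel count from the deposited numbers of inserted and deleted bases. Editing rates differed from the paper's in 0 of 19 groups compared. Indel rates differed in 16 of 27 groups. All the paper's indel values are from Figure 1—figure supplement 1, read by eye, and the values here are means of the percentage of reads with an inserted or deleted base in the window of 40 bases.

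In controls, the paper's value is about 0.35% at exon 1 (here 0.0333%), about 0.12% at the exon 3 acceptor (here 0.0556%), about 0.2% at the exon 3 donor (here 0.0428%), about 0.17% at the exon 7 acceptor (here 0.0622%), about 0.3% at the exon 7 donor (here 0.0489%), about 0.55% at exon 8 (here 0.0372%) and about 0.35% at exon 9 (here 0.0255%), all in Figure 1—figure supplement 1, read by eye. Single libraries decide some of these means: the value here was 0.0222% at the exon 3 donor without replicate 3 and 0.0978% at the exon 7 donor without replicate 1, and no read with an indel remained at exon 1 without replicate 2 or at the exon 7 donor without replicate 3.

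In edited samples, the paper's value at exon 1 is about 1.1% with *Sp*Cas-ABE8e (here 0.682%), about 0.5% with *Sp*G-ABEmax (here 0.224%) and about 0.8% with *Sp*G-ABE8e (here 0.372%). It is about 0.62% at the exon 3 donor with *Sp*G-ABE8e (here 0.411%) and about 0.2% at the exon 7 acceptor with *Sp*G-ABEmax (here 0.0626%). At exon 8 it is about 0.8% with *Sp*G-ABEmax (here 0.429%) and about 0.7% with *Sp*G-ABE8e (here 0.315%), and at exon 9 about 0.5% with *Sp*G-ABEmax (here 0.137%) and about 0.35% with *Sp*G-ABE8e (here 0.160%), all in Figure 1—figure supplement 1, read by eye. The value here was 0.158% at exon 1 with *Sp*G-ABE8e without replicate 3, 0.0360% at the exon 7 acceptor with *Sp*G-ABEmax without replicate 2 and 0.197% at exon 8 with *Sp*G-ABE8e without replicate 1.

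Of the alternatives set before the data were examined, only leaving out a replicate closed any of these gaps, where a gap is closed if one value is at most 1.5 times the other or if they differ by no more than the s.d. between replicates. By the first criterion they closed for exon 1 with *Sp*Cas-ABE8e without replicate 1 (0.811%) and for the exon 3 donor with *Sp*G-ABE8e without replicate 1 (0.482%). By the second alone they closed for exon 1 with *Sp*G-ABE8e without replicate 1 (0.433%) or replicate 2 (0.526%), since the s.d. was 0.383 percentage points, and these values stay well below the paper's. Deletions only, indels of more than 1 base, indels at the predicted cleavage site, alleles with at least 0.2% of reads and samples with at least 1000 reads closed none. With indels counted from the deposited numbers of inserted and deleted bases, which was chosen after seeing the values, 1 of 27 groups still differed, the exon 7 acceptor with *Sp*G-ABEmax at 0.122% against the paper's about 0.2% in Figure 1—figure supplement 1, read by eye. Under that count the controls had 0.372% at exon 1, 0.122% at the exon 3 acceptor, 0.187% at the exon 3 donor, 0.176% at the exon 7 acceptor, 0.281% at the exon 7 donor, 0.542% at exon 8 and 0.279% at exon 9.

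The paper's text names the junctions of exons 3 and 7 as those with the highest editing rates. Here the exon 8 donor with *Sp*Cas-ABE8e had a higher mean (88.7%) than the exon 7 donor with the same editor (85.1%), a difference that was not shown to exceed the spread between replicates (exact permutation p = 0.8) and that was 0.00905 percentage points in the other direction with replicate 1 left out at both sites. Figure 1—figure supplement 1 marks the exon 1 site as a splice acceptor, while its sequence and the annotation place it at the donor of exon 1.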

Other observations

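The tests of T13G, of C-to-T changes inside against outside the protospacer and of the place of indels were set before their results, the first being narrowed afterwards to the control libraries analysed here and then read as undecided. All other tests in this part were chosen or rewritten only after the result was seen, including the test of C15A or T16G, the criterion for A7G in replicate 1 and the split of the cytosine test by site. Positions are counted from 1 at the protospacer's 5′ end.

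Replicate 1 of *Sp*Cas-ABE8e at the exon 7 donor had less editing (76.7%) than replicates 2 and 3 (89.8% and 88.6%), and its table has another format. A first test of mixing with the control libraries analysed here, by T13G, decides nothing. T13G was found on 0.763% of the reads without the target edit in replicate 1 and on 0.758% of those with it, against a mean of 1.14% in controls, so that mixing would hardly have changed it. C15A or T16G was found on 1.47% and 1.52% of the reads without the edit in the 2 controls. To lower editing to that of replicate 1 from the lower of replicates 2 and 3, control reads would have to make up 13.5% of its reads and would put either change on 0.857% of its reads without the edit. It was found on 0.119% of those (one-sided binomial p = 1.25e-10, with reads as the unit), which argues against mixing in that share. A control of another library, or unedited DNA mixed in before sequencing, is not excluded. A larger share of unedited cells or DNA would leave the share of other edits among reads with A4G as in replicates 2 and 3. For A9G this share was 2.94% in replicate 1, against 3.77% and 3.56% (Fisher's exact p = 0.00121 and 0.0127), and for A8G 4.43%, against 5.15% and 4.97% (Fisher's exact p = 0.0178 and 0.0656). In a first version of the test, the ratio of replicate 1 to the mean of the other two was 0.860 for A4G, 0.861 for A7G, 0.762 for A8G and 0.700 for A9G, so that A4G and A7G fell alike and A8G and A9G by more. Since it sets single samples against counting error, the test leaves this explanation open. Weaker editing in every cell would lower A7G among reads with A4G, which was 95.1% in replicate 1 against 95.4% and 95.7%, too close to its ceiling to decide. These 2 explanations cannot be told apart with 1 such sample, and no biological explanation was tested. Some background changes outside the protospacer also set replicate 1 apart from replicates 2 and 3. An A-to-C change was found in 0.00549% of its reads, against 0.393% and 0.358%, and a T-to-G change in 0.790%, against 0.131% and 0.201%. T16G was alike (0.0713%, against 0.0834% and 0.0895%). Whether the lower editing goes with this difference in background was not tested.

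Cytosine changes in the protospacer had a higher mean in controls than in edited samples at exon 8, the exon 7 donor and the exon 7 acceptor. At exon 8, C-to-A changes differed by -2.02 percentage points between edited samples and controls while C-to-T changes were higher in edited samples by 0.565, which is consistent with sequencing errors that differ between the control and the edited libraries. At the exon 7 donor, C-to-A changes differed by -0.958 percentage points, but C-to-T changes were also lower in edited samples (a difference of -0.107), and there are only 2 controls, so library errors and other sources cannot be told apart there. For the exon 7 acceptor the difference was -0.0889 percentage points, within the range of the samples, and C-to-T changes made up nearly all of it (-0.0881). No explanation was tested for that site.

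Averaged over the 7 sites, C-to-T changes in the protospacer were more frequent in edited samples than in controls, with a higher mean at 5 sites and a lower one at the exon 7 donor and acceptor. If sequencing errors of the libraries were the cause, the rise per cytosine would be as large outside the protospacer as inside. It was 0.0205 percentage points inside (two-sided permutation p = 0.117) and 0.00378 outside (permutation p = 0.369), a difference of 0.0168 (permutation p = 0.276). Library errors and C-to-T editing can therefore not be told apart in this average.

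Fewer indels with ABE8e than with ABEmax were weighed against PCR or sequencing errors, which would spread over the window. The difference was -0.151 percentage points (permutation p = 0.00724) for indels that touch the predicted cleavage site or lie between it and the target adenine, and 0.0193 (permutation p = 0.248) elsewhere, which argues against such errors. The former sum holds opposite parts, with -0.244 at the cleavage site (permutation p = 2e-05) and 0.0966 between it and the target (permutation p = 0.00098). Another balance of repair outcomes with the 2 deaminases may lie behind this, as a hypothesis from the same data.

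With ABEmax at the exon 7 donor, A4G and A7G lay on the same read less often than the product of their shares gives, 8.13% against 9.97% with *Sp*Cas and 2.67% against 3.34% with *Sp*G, in 6 of 6 samples. Pairs of edits were looked at in 4 protospacers, and this pair was singled out after the data were seen. Independent edits, or cells without editor, would give odds ratios of 1 or above, but the highest odds ratio in the 6 samples was 0.773 (largest Fisher's exact p 0.0211). Loss of reads with both edits from the tables is argued against by ABE8e, where at least 67.6% of reads in each sample at the site had both. A property of all ABEmax reads is argued against by exon 8, where the lowest odds ratio of A2G and A4G with ABEmax was 2.57. At exon 9 the odds ratios of A3G and A5G with ABEmax ran from 0.783 to 2.14, without a clear direction. A candidate explanation is that an ABEmax bound at the exon 7 donor tends to edit 1 of the 2 adenines per binding event, which was not tested.

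In the controls of exon 9, samples 1 and 2 had T8G in 7.08% and 7.56% of reads and a C-to-A change outside the protospacer in 10.5% and 10.9%, while sample 3 and the edited samples had at most 0.438% and 0.204%. No explanation for this split was tested.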
